# Evidence of a Critical Role for Cellodextrin Transporte 2 (CDT-2) in Both Cellulose and Hemicellulose Degradation and Utilization in *Neurospora crassa*

**DOI:** 10.1371/journal.pone.0089330

**Published:** 2014-02-20

**Authors:** Pengli Cai, Ruimeng Gu, Bang Wang, Jingen Li, Li Wan, Chaoguang Tian, Yanhe Ma

## Abstract

CDT-1 and CDT-2 are two cellodextrin transporters discovered in the filamentous fungus *Neurospora crassa*. Previous studies focused on characterizing the role of these transporters in only a few conditions, including cellulose degradation, and the function of these two transporters is not yet completely understood. In this study, we show that deletion of *cdt-2*, but not *cdt-1*, results in growth defects not only on Avicel but also on xylan. *cdt-2* can be highly induced by xylan, and this mutant has a xylodextrin consumption defect. Transcriptomic analysis of the *cdt-2* deletion strain on Avicel and xylan showed that major cellulase and hemicellulase genes were significantly down-regulated in the *cdt-2* deletion strain and artificial over expression of *cdt-2* in *N. crassa* increased cellulase and hemicellulase production. Together, these data clearly show that CDT-2 plays a critical role in hemicellulose sensing and utilization. This is the first time a sugar transporter has been assigned a function in the hemicellulose degradation pathway. Furthermore, we found that the transcription factor XLR-1 is the major regulator of *cdt-2*, while *cdt-1* is primarily regulated by CLR-1. These results deepen our understanding of the functions of both cellodextrin transporters, particularly for CDT-2. Our study also provides novel insight into the mechanisms for hemicellulose sensing and utilization in *N. crassa*, and may be applicable to other cellulolytic filamentous fungi.

## Introduction

Lignocellulose degradation is a critical step for biofuels and bio-based chemical production in biorefineries [1], [2]. The mechanism by which cellulolytic organisms, such as fungi, sense and metabolize solid cellulose and hemicellulose is still far from understood. Typically, lignocellulases are expressed at a basal level on the periphery of conidia, and these enzymes degrade biomass into various carbohydrates [3], [4]. These carbohydrates include: cellodextrins (glucose polymers, such as cellobiose, cellotriose and cellotetraose) derived from cellulose, and xylodextrins (xylose polymers, such as xylobiose, xylotriose and xylotetraose) derived from hemicellulose [5]–[7]. Oligosaccharides such as cellodextrins and xylodextrins are thought to function as inducer molecules. Cellodextrin and its modifiers have been implicated as cellulase inducers in *Trichoderma reesei* [3], [8] and *Neurospora crassa* [9]. Xylobiose was suggested as a xylanase inducer in the thermophilic fungus *Thermoascus aurantiacus* [10]. It is possible that organisms sense cellulose or hemicellulose through recognition of these oligosaccharides by a transporter in the membrane, and in fact the genome of *N. crassa* encodes for two cellodextrin transporters, *cdt-1* and *cdt-2* [11]. In addition, two major facilitator superfamily (MFS) sugar transporters, Stp1 and Crt1, were implicated in cellulose sensing and cellulase induction in *T. reesei* [12]. Stp1 repressed the induction of cellulases and hemicellulases on Avicel, while the Crt1 is required for cellulase induction by cellulose, lactose, and possibly sorphorose. However, Crt1 was not required for hemicellulase expression on xylan [12], [13]. Similarly, two cellodextrin transporters, CdtC and CdtD, were identified in *Penicillium oxalicum*, and these transporters affect cellulase induction and cellulose utilization [14]. Sugar transporters involved in sensing hemicellulose have not been previously reported.

CDT-1 and CDT-2 were the first cellodextrin transporters identified in filamentous fungi, and it was previously shown that deletion of *cdt-2* caused significant growth defects on cellulose, while the *cdt-1* deletion strain showed similar growth to that of wild type [11]. An engineered *Saccharomyces cerevisiae* strain expressing *cdt-2* exhibited lower rates of cellobiose fermentation compared with engineered strains carrying *cdt-1* [15]. These results suggest that although they have redundant roles in cellobiose transport, there are differences between the functions of the *cdt-1* and *cdt-2* [11]. The function of *cdt-1* and *cdt-2* has only been evaluated with respect to cellulose degradation (Avicel, cellobiose) [11]. Additional conditions, such as growth on hemicellulose (the second major part of the plant biomass), need to be investigated to fully characterize the role of these two cellodextrin transporters.

Very little is known about the regulation of *cdt-1* and *cdt-2*, although cellulose and hemicellulose degradation regulators can affect their expression. In previous research, *cdt-1* and *cdt-2* expressions were modulated in mutants of *clr-1* or *clr-2*, two major cellulose degradation regulators in *N. crassa* [16]. This data suggested that both cellodextrin transporters could be regulated by CLR-1 and CLR-2, either direct or indirectly. XlnR and its orthologs are conserved lignocellulase regulators, particularly for hemicellulase expression in filamentous fungi, including XlnR in *Aspergillus niger* [17], XYR-1 in *T reesei* [18] and XLR-1 in *N. crassa* [19]. Transcriptional profiling of the *xlr-1* mutant in *N. crassa* identified *cdt-2* as one of 245 genes in the putative XLR-1 regulon [19].

In the present study, we comprehensively investigated the function of *cdt-1* and *cdt-2* by assessing the phenotypes of single and double knock-outs of these genes under a variety of carbon conditions, including growth on hemicellulose. We also evaluated the expression and localization patterns of these transporters under cellulose and hemicellulose conditions, and conducted a transcriptomic analysis of the *cdt-2* deletion mutant in both cellulose and hemicellulose conditions. Higher cellulase and hemicellulase production were observed in strains artificially over-expression *cdt-2*. Finally, we performed a comparative analysis of the transcriptional regulation of *cdt-1* and *cdt-2*. This is the first analysis of cellodextrin transporter function with regards to hemicellulose degradation and utilization. Our results indicated that CDT-2 plays critical roles in both sensing and utilization of cellulose and hemicellulose, and provide novel insights that can be applied to cellulase and hemicellulase production for industrial fungi.

## Materials and Methods

### Strains and Culture Conditions

All strains used in this study are listed in Table 1. *N. crassa* strains were obtained from the Fungal Genetics Stock Center (FGSC) [20], including wild type (WT, FGSC 2489), two cellodextrin transporter deletion strains (FGSC 16575, Δ*cdt-1*; FGSC 17868, Δ*cdt-2*) and a *his-3* mutant strain (FGSC 6103, *his-*3). The double deletion strain Δ*cdt-1*Δ*cdt-2* resulted from a cross between Δ*cdt-1* and Δ*cdt-2* using previously described methods [21]. Strains Pc-*cdt-2* and Pn-*cdt-2* were the Δ*cdt-2* complemented strains carrying either the *ccg-1* promoter (Pc) or the native promoter (Pn) of *cdt-2*. The complemented strains were constructed by transforming the plasmid pMF272-*Pccg-1*-*cdt2*-GFP and pMF272-native-*cdt2*-GFP into Δ*cdt-2 his-3*, which was obtained from a cross between Δ*cdt-2* and a *his-3* mutant strain. All of the constructed *N. crassa* strains were verified by PCR (Figure S1 in File S1).

**Table 1:** Strains and plasmids used in this study.

Strain	Genotype/comment	source
*N. crassa*		
wild type	FGSC2489	FGSC
Δ*cdt-1*	FGSC 16575, *cdt-1* deletion strain	FGSC
Δ*cdt-2*	FGSC 17868, *cdt-2* deletion strain	FGSC
Δ*cdt-1*Δ*cdt-2*	Double deletion strain of *cdt-1* and *cdt-2*	This study
*his-*3	FGSC 6103, *his-3* mutant strain	FGSC
Δ*cdt-2 his-3*	Double deletion strain of *his-3* and *cdt-2*	This study
Pc-*cdt-2*	*his-3*::pMF272-*Pccg-1*-*cdt2*-GFP; Δ*cdt-2 his-3*	This study
Pn-*cdt-2*	*his-3*::pMF272-native-*cdt2*-GFP; Δ*cdt-2 his-3*	This study
CPL-1	*his-3*::pMF272-*Pccg-1*-*cdt2-*GFP; *his-3*	This study
plasmids		
pMF272-*Pccg-1*-GFP	*N. crassa* GFP tagging vector with *ccg-1* promoter	[43]
pMF272-*Pccg-1*-*cdt2*-GFP	pMF272-*Pccg-1*-GFP with cDNA of *cdt-2*	[44]
pMF272-native-*cdt2*-GFP	pMF272-GFP with cDNA of *cdt-2* and *cdt-2* native promoter	This study

To obtain conidia, *N. crassa* was grown on slant tubes containing Vogel’s minimal media with 2% (w/v) sucrose (MM) for 10 days at 28°C. The 50×Vogel’s salts was prepared as previously described [22]. For liquid cultures, *N. crassa* was cultivated in 100 ml Vogel’s salts with different carbon sources at 2% (w/v). The carbon sources included glucose, xylose, cellobiose, xylodextrin (cat. no. 245-00751), Avicel PH-101, and xylan (Birchwood, cat. no. X0502). All carbon sources were purchased from Sigma-Aldrich, except xylodextrin, which was obtained from Wako. 100 ml cultures were inoculated with 10^6^ conidia per ml. For biomass measurement, all cultures were grown at 25°C for 1–3 days at 200 rpm. For gene expression level measurement, the *N. crassa* wild type strains were cultured in 2% (w/v) glucose, cellobiose, xylodextrin and xylan for 16 h, xylose for 22 h and Avicel for 30 h respectively in order to obtain cultures with similar hyphal development.

### Complementation of Δcdt-2 and Subcellular Localization of CDT-2-GFP in *N. Crassa*

All plasmids and primers used in this study are listed in Table 1 and Table S1, respectively. *cdt-2*, with a 1000-bp upstream region, was PCR amplified from wild-type *N. crassa* genomic DNA using the primers ΔCDT2-F-N and ΔCDT2-R-N. After digestion with *Not*I and *Pac*I, the fragment was inserted into plasmid pMF272, which carries GFP next to the multiple cloning sites. The resulting plasmid was designated as pMF272-native-*cdt2*-GFP. The plasmid pMF272-*Pccg-1*-*cdt2*-GFP was a kind gift from the laboratory of Prof. Louise Glass from U. C. Berkeley [23]. The resulting plasmids were transformed into strain Δ*cdt-2 his-3*, which was obtained from a cross between Δ*cdt-2* and *his-3* strains. The transformation was conducted according to Vann [24]. The resulting complemented strains were named Pc-*cdt-2* and Pn-*cdt-2*. For biomass measurement, the strains were cultured in 100 ml Vogel’s salts containing 2% (w/v) xylan for 3 days. For gene expression analysis, the strains were cultured in 100 ml liquid MM media for 16 h at 25°C. Mycelia were collected and washed with Vogel’s salts. Subsequently, the mycelia were transferred into 100 ml Vogel’s salts containing 0.5% (w/v) xylan and incubated for an additional 4 h. The mycelia were harvested, and the RNA extraction was performed as previously described [25].

To localize GFP fusion proteins using microscopy, all strains were inoculated in liquid MM medium and grown for 16 h. The hyphae were harvested, washed with Vogel’s salts and transferred into inducing media containing 0.5% (w/v) Avicel or xylan. The cultures were incubated for an additional 4 h at 25°C. Before imaging, the hyphae were incubated with 1 µg/ml DAPI for 15 min. The microscopic observation was performed on a Laser Scanning Confocal Microscope Leica TCS SP5 II (Leica), and Leica Microsystems LAS AF-TCS MP Version: 2.4.1 build 6384 and ImageJ software were used for image processing.

### Xylodextrin Consumption Assays in *N. Crassa*

Wild type, Δ*cdt-2* and Pc-*cdt-2* strains were grown for 16 h in 100 ml liquid MM at 25°C. The mycelia were harvested through centrifugation at 4°C and 3500×g, washed three times with Vogel’s salts, and subsequently transferred to Vogel’s salts containing 0.5% (w/v) xylan for an additional 4 h of inducing cultivation. A total of 10 ml of the culture was harvested through centrifugation at 4°C and 3500×g, washed three times with Vogel’s salts, and resuspended in 1 ml of double distilled water containing cycloheximide (100 µg/ml) and either 100 µl xylobiose or xylotriose (10 mM). The mycelia were removed through centrifugation after 15 min to measure xylobiose or xylotriose consumption. The amount of sugar remaining in the supernatant was determined by HPLC (Waters e2695 separations Module) with Aminex HPX-87H and Aminex HPX-87P columns (Bio-Rad). The peaks were detected using a Waters 2414 refractive index detector, and 1,4-β-D-xylobiose and 1,4-β-D-xylotriose were purchased from Megazyme (Bray, Ireland).

### Biochemical Methods

The total extracellular protein content was determined using the Bradford method, with BSA as the standard [26]. The mycelia of 100 ml liquid cultures were collected through vacuum filtration after 3 days of cultivation, enclosed with tin foil, and dried for 17 h at 110°C in a drying oven. The dry weight of the mycelia was measured to determine the biomass. The endoglucanase activity was measured using an azo-CMC kit (S-ACMCL). The xylanase and β-xylosidase activities were measured using a previously published method [27].

### RNA-seq and Data Analysis

The fungus was inoculated into 100 ml of liquid MM media to a spore concentration of 10^6^ conidia per ml, and the cultures were grown for 16 h at 25°C. The mycelia were collected, washed with Vogel’s salts, and subsequently transferred into 100 ml Vogel’s salts with 0.5% (w/v) carbon source (xylan or Avicel) for an additional 4 h of cultivation. The mycelia were collected through filtration and immediately frozen in liquid nitrogen. The RNA was extracted as previously described [25]. Total RNA was treated with DNase I (Turbo DNA-free kit; Ambion), and the RNA was subsequently used for either RNA-seq or qRT-PCR experiments.

mRNA sequencing was performed at BGI (Shenzhen, China). The sequenced libraries were mapped against the *N. crassa* OR74A genome (version 12) with less than two-base mismatching, using Tophat (version 2.0.8b) [28]. The alignment results were stored in SAM format files for subsequent analysis. Read counts uniquely mapped to only one gene in predicted transcripts (version 7) were calculated for every individual gene using HTseq-count (http://www-huber.embl.de/users/anders/HTSeq) using SAM files and genome annotation as input. The normalized expression values for each gene were calculated using the number of uniquely mapped reads per kilobase of exon region per million mapped reads (RPKM). DEGseq software was used to identify the differentially expressed genes for RNA-seq data from different samples, the P-value was determined by Fisher’s exact test and Likelihood ratio test [29]. The three raw RNA-seq data sets generated in this study (WT exposure to xylan for 4 h, *cdt-2* mutant exposure to Avicel for 4 h, and *cdt-2* mutant exposure to xylan for 4 h) are available in the GEO database (GSE44673; http://www.ncbi.nlm.nih.gov/geo/). The RNA-seq data of WT exposed to Avicel for 4 h was downloaded from NCBI (GSE36719) [9], and the RNA-seq data of WT exposure to no carbon for 4 h was downloaded from NCBI (GSE35227) [16].

### Overexpression of cdt-2 in *N. crassa*

For *cdt-2* overexpression in *N. crassa*, the plasmid pMF272-*Pccg-1*-*cdt2*-GFP was transformed into a wild type *his-3* strain (FGSC 6103). This *cdt-2* overexpression strain was designated as CPL-1. For the gene expression analysis, the wild type strain and CPL-1 were pre-cultured in MM for 16 h and transferred to inducing conditions (2% Avicel or 2% xylan) for an additional 24 h of cultivation. For enzyme activity measurements (endoglucanase activity, xylanase activity and β-xylosidase activity), the wild type strain and CPL-1 were cultured for 5 days in 2% (w/v) Avicel or 2% (w/v) xylan medium.

### Real-time Quantitative Reverse Transcription PCR

Real-Time quantitative Reverse Transcription PCR (qRT-PCR) was performed through two-step RT-PCR using the iScript cDNA Synthesis Kit and IQ SYBR Green Supermix according to the manufacturer’s instructions (Bio-Rad). The primers used are listed in Table S1. Each reaction was done in triplicate. Actin expression (NCU04173) was used as an endogenous control for normalization as previously described [30].

## Results

### Δcdt-2, but not Δcdt-1, Shows a Severe Growth Defect on Hemicellulose

Previously, CDT-1 and CDT-2 were identified as cellodextrin transporters [11]. Δ*cdt-2* showed a significant growth defect on cellulose, while Δ*cdt-1* grew similarly to wild-type *N. crassa* [11]. So far, the growth of these *cdt* mutants has only been assessed on media with sucrose and Avicel as carbon sources [11]. To further examine the function of *cdt-1* and *cdt-2* in lignocellulose degradation and utilization, we analyzed the growth of single and double mutants of *cdt-1* and *cdt-2* on different carbon sources (Figure 1). The mutants resulted in no obvious phenotype with glucose or xylose as the carbon source compared with the wild type strain. Under cellobiose growth conditions, the single deletion of *cdt-1* or *cdt-2* has the same phenotype as the wild type strain, but biomass production in the Δ*cdt-1*Δ*cdt-2* strain was only 51% of the wild-type level. No growth of the double knock out strain on Avicel was observed and its conidia did not germinate (data not shown). These results are consistent with previous data that *cdt-1* and *cdt-2* are both cellodextrin transporters, with redundant functions in cellobiose and cellodextrin transport [11]. Surprisingly, the *cdt-2* single deletion strain grew poorly on birchwood xylan, and produced 22% of the biomass of the wild type strain (Figure 1). A growth deficiency was also observed on xylodextrin medium (77% biomass of wild type), but not on xylose (Figure 1). In contrast to the cellulose conditions, the double knock out strain Δ*cdt-1*Δ*cdt-2* showed a similar phenotype as the single deletion strain Δ*cdt-2* under xylan and xylodextrin conditions, particularly for the xylan condition. The observed mutant phenotypes strongly suggest that CDT-2, but not CDT-1, possesses important functions for xylan (hemicellulose) utilization in *N. crassa*. Therefore, we mainly focused on analysis of CDT-2 function during hemicellulose degradation in this study.

**Figure 1:**
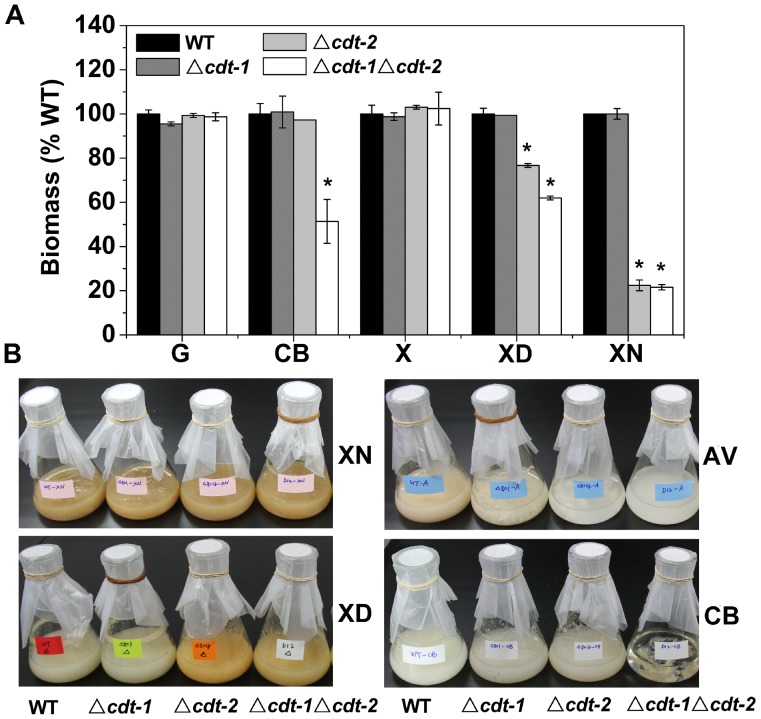
Growth phenotypes of *cdt* mutants on different carbon sources. A) The biomass of WT, Δ*cdt-1*, Δ*cdt-2* and Δ*cdt-1*Δ*cdt-2* grown in media with different carbon sources (glucose, cellobiose, xylose, xylodextrin and xylan) at 25°C for 3 days. The mean and standard deviation represent three independent measurements. *P<0.05 (two sided student’s t-test). B) Growth phenotypes of WT, Δ*cdt-1*, Δ*cdt-2* and Δ*cdt-1*Δ*cdt-2* grown in media with different carbon sources (xylan, xylodextrin, Avicel and cellobiose) at 25°C for 3 days. All the media contained Vogel’s salts and 2% various carbon sources. G: glucose, CB: cellobiose, AV: Avicel, X: xylose, XD: xylodextrin, XN: xylan.

### The Efficiency of Xylodextrin Consumption by the Δcdt-2 Mutant is Significantly Lower than WT in *N. crassa*

The observed growth defect of the *cdt-2* mutant on birchwood xylan suggested that CDT-2 plays a critical role in hemicellulose degradation and utilization. CDT-2 is a cellodextrin transporter, and the cellodextrin consumption capability of Δ*cdt-2* mutants is reduced compared to WT [11]. We hypothesized that the mechanism by which CDT-2 affects cellulose and hemicellulose utilization might be similar. To test this hypothesis, xylobiose and xylotriose consumption assays were performed in Δ*cdt-2* and wild type strains. The consumption assay showed that the xylodextrin consumption of the Δ*cdt-2* strain was significantly reduced compared with wild type (Figure 2). This result suggested that the mode of CDT-2 recognition of hemicellulose and cellulose is similar, and may involve in sensing and/or uptaking of the oligosaccharides cellodextrin or xylodextrin, which are derived from the solid polymers of cellulose and hemicellulose.

**Figure 2:**
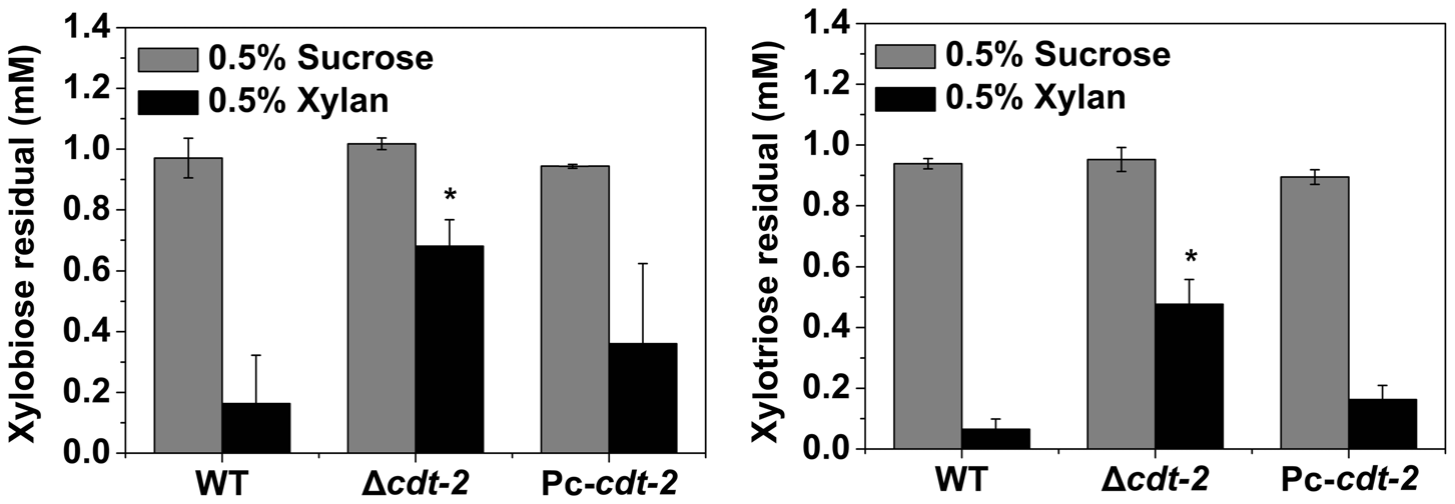
Xylobiose and xylotriose consumption by WT, Δ*cdt-2* and Pc-*cdt-2*. All strains were grown in liquid MM media for 16% xylan or 0.5% sucrose. Ten milliliters of mycelia were collected and incubated with 90 µM of either xylobiose or xylotriose for 15 min. The mean and deviation represent three independent measurements. *P<0.05 (two sided student’s t-test).

### The cdt-1 and cdt-2 Expression Pattern is Different During Growth on a Variety of Carbon Sources

The *cdt-2* mutant had a clear phenotype, but the *cdt-1* mutant was similar to wild type, suggesting differences in the function of these two cellodextrin transporters [11]. In order to further explore the molecular basis of the phenotypes we observed in the two transporter mutants, we investigated the expression pattern of both *cdt-1* and *cdt-2* during growth on several different carbon sources (Figure 3). In general, expression levels of *cdt-2* were higher than *cdt-1*, and *cdt-2* was induced by wider range of substrates (Figure 3, Figure S2 in File S1). Specifically, *cdt-2* was induced to a much higher expression level than *cdt-1* during growth on Avicel, and *cdt-2* expression was induced by xylan and xylodextrin. No significant induction was observed for *cdt-1* under the same conditions. The expression data support the hypothesis that CDT-2 is a critical component in both cellulose and hemicellulose degradation and utilization.

**Figure 3:**
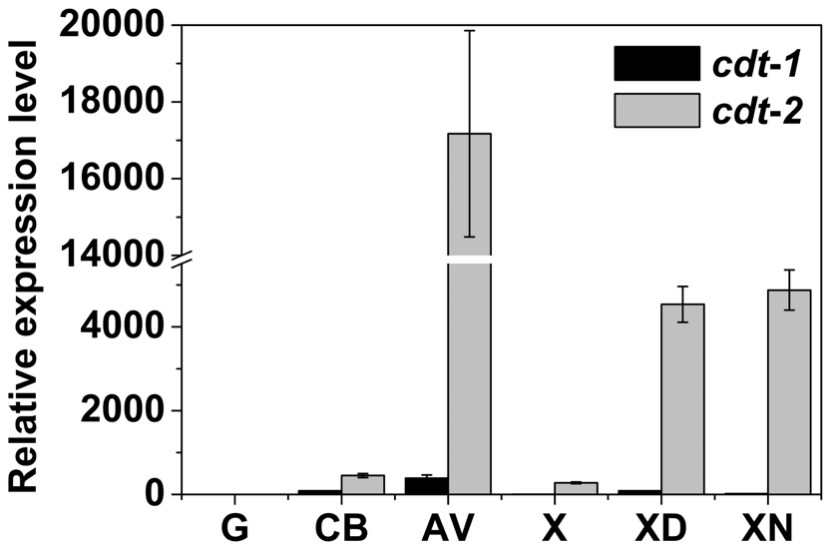
Gene expression level of *cdt-1* and *cdt-2* on different carbon sources. Gene expression levels of *cdt-1* and *cdt-2* on different carbon sources (glucose, cellobiose, Avicel, xylose, xylodextrin and xylan) by qRT-PCR. The wild type strains were grown on different carbon sources at 25°C for 16 h (glucose, cellobiose, xylodextrin and xylan), 22 h (xylose), or 30 h (Avicel). Gene expression levels of actin (NCU04173) were used as an endogenous control in all samples. Each reaction was done in triplicate.

### CDT-2 is Localized to the Cell Membrane during Growth on Both Cellulose and Hemicellulose

In order to assess CDT-2 sub-cellular localization in both cellulose and hemicellulose conditions, the *cdt-2* ORF was fused to GFP under the control of either *ccg-1* promoter [31] or its native promoter, and each construct was reintroduced into the *cdt-2* deletion strain. The biomass and xylodextrin consumption defect were partially restored in the resulting strains (Figure 4, Figure 2), and the hemicellulase gene expression phenotype was almost completely restored suggesting a functional GFP-tagged CDT-2 protein. Based on the GFP signal, CDT-2 is primary located in the plasma membrane (Figure 5). Interestingly, we also observed localization of CDT-2 at the septum.

**Figure 4:**
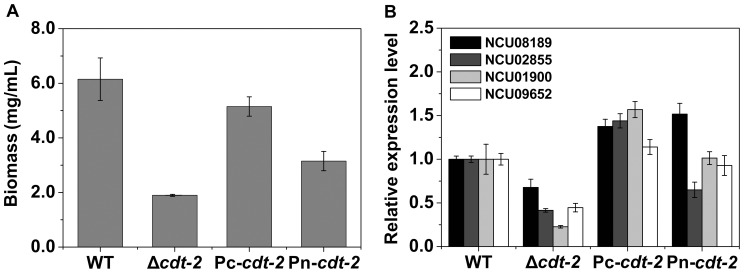
The complementation of *cdt-2* in *N. crassa*. A) The biomass of Pc-*cdt-2* (*his-3*::pMF272-*Pccg-1*-*cdt2*-GFP; Δ*cdt-2*), Pn-*cdt-2* (*his-3*::pMF272-native-*cdt2*-GFP; Δ*cdt-2*), WT and Δ*cdt-2* strains, which were grown on Vogel’s salts medium with 2% xylan as a carbon source at 25°C for 3 days. The mean and standard deviation represent three independent measurements. B) Gene expression levels of hemicellulase genes (NCU08189, NCU02855, NCU01900 and NCU09652) in WT, *cdt-2* mutant, Pc*-cdt-2*, and Pn*-cdt*-2 strains by qRT-PCR. All strains were grown in liquid MM media for 16 h, then transferred into 0.5% xylan for an additional 4 h of cultivation. Gene expression levels of actin (NCU04173) were used as an endogenous control in all samples. Each reaction was done in triplicate.

**Figure 5:**
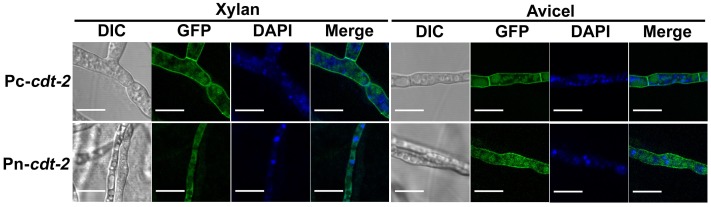
Microscopic observation of CDT-2 subcellular localization in *N. crassa*. Pc-*cdt-2* and Pn-*cdt-2* were grown in liquid MM media for 16 h and transferred into inducing media with Vogel’s salts and either 0.5% xylan or 0.5% Avicel as carbon source at 25°C for an additional 4 h of cultivation. Microscopic observation was performed by a Laser Scanning Confocal Microscope (Leica TCS SP5 II). The nuclei were stained by DAPI. Scale bar = 10 µm.

### Transcriptome Analysis of Δcdt-2 on Xylan and Avicel

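RNA from 3 cultures was sequenced, the wild type strain on xylan and the Δ*cdt-2* strain on Avicel and on xylan, with 1 library for each condition. Avicel is a microcrystalline cellulose, and xylan is the main hemicellulose of hardwood cell walls. The cultures were grown for 16 h and then moved to 0.5% of the carbon source for 4 h. For each of 7501 genes the authors deposited the gene length, the number of reads counted on the gene, and the RPKM, which is the number of reads scaled by the gene length and by the total of the library. The reads counted on genes totalled 18791757 for wild type on xylan, 20938201 for Δ*cdt-2* on Avicel and 21547194 for Δ*cdt-2* on xylan. The deposited RPKM were recomputed from the reads, the gene lengths and these totals, and the largest difference was 4.95e-06 RPKM. Because each condition has 1 library, no difference between conditions could be set against a spread between replicates, and intervals given for single genes cover counting error only. Log2 ratios of Δ*cdt-2* to wild type were taken after adding 1 RPKM to each value, which understates the change of low genes, and genes were counted as changed at a 2-fold difference among those with at least 5 RPKM in one of the compared libraries. Wild type on Avicel came from another study, so on Avicel the strain and the study cannot be told apart. Its RPKM are the paper's values from the part of Table S2 P1 used here, which covers 1924 of the genes, and from Table 2. Table S2 and the deposited RPKM differ by a factor that changes from gene to gene, with a median of 0.895, so each wild type Avicel value was multiplied by the factor that the 3 shared libraries gave for that gene. The deleted gene, *cdt-2* (NCU08114), had 59404 reads in wild type on xylan, 97 in Δ*cdt-2* on Avicel and 18 in Δ*cdt-2* on xylan. Its RPKM was 1568 (95% Wilson interval 1556 to 1581) in wild type on xylan, 2.30 (1.88 to 2.80) in Δ*cdt-2* on Avicel and 0.414 (0.262 to 0.655) in Δ*cdt-2* on xylan.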

To further explore the genome-wide effects of CDT-2 during cellulose and hemicellulose degradation and utilization, we performed a transcriptome comparison analysis of Δ*cdt-2* and the wild type strain in response to Avicel and xylan using RNA-seq technology [32], [33] (Table S2 P1).

Consistent with the observed growth defects of the *cdt-2* mutant, 299 and 634 genes were significantly down-regulated in Δ*cdt-2* compared with wild type in response to Avicel and xylan, respectively. 

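On xylan, 7035 genes had at least 5 RPKM in one of the libraries, and 808 of them were at least 2-fold lower in Δ*cdt-2* than in wild type. The count depended most on the criterion. Fisher's exact test on the reads, with a Benjamini-Hochberg adjusted p below 0.001 and any fold change, gave 2238 lower genes, and this test compares the 2 libraries and not the conditions. With the same test on RPKM rounded to whole numbers, at an unadjusted p below 0.001, 648 genes were lower. The smallest count, 314, came with a 4-fold threshold. On Avicel, 1800 of the genes with a wild type value had at least 5 RPKM in one of the libraries, and 82 of these were at least 2-fold lower in Δ*cdt-2*. A 4-fold threshold gave 25 and a 1.5-fold threshold 176.

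**Figure D1:**
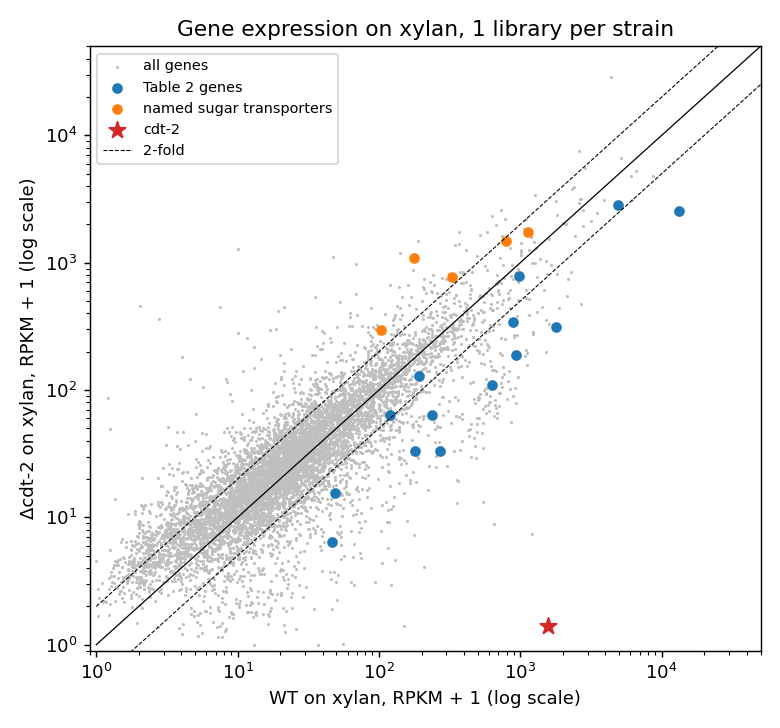
RPKM plus 1 of each gene in wild type (horizontal axis, log scale) and in Δ*cdt-2* (vertical axis, log scale) on xylan, 1 library per strain. Each grey point is a gene, the solid line marks equal values and the dashed lines a 2-fold difference; all 14 Table 2 genes (blue) lie below the solid line, the 5 named sugar transporter genes (orange) lie above it, and *cdt-2* (red star) lies lowest on the vertical axis among the coloured genes.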

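For 1764 genes the rule could be applied on both carbon sources. Of these, 74 were at least 2-fold lower in Δ*cdt-2* on Avicel, 191 were lower on xylan, and 46 were lower on both. A 4-fold threshold gave 7 genes lower on both and a 1.5-fold threshold 91. When wild type Avicel values were used as Table S2 gives them, an alternative chosen after seeing the data, 28 genes were lower on both. Those values are not on the scale of the Δ*cdt-2* values, which were the deposited RPKM.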

A set of 140 genes was down-regulated under both conditions (Figure 6A). 

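All 7 hemicellulase genes had fewer RPKM in Δ*cdt-2* than in wild type on xylan, with a median log2 ratio of -2.32 and a range from -3.01 to -0.79, and 6 of them were at least 2-fold lower. The largest fall was in NCU09923, from 267 RPKM (95% Wilson interval 263 to 272) in wild type to 32.2 (30.7 to 33.8) in Δ*cdt-2*. The smallest fall was in NCU08189, from 4939 RPKM (4910 to 4969) to 2854 (2833 to 2875). For both genes the intervals of the libraries do not overlap, which covers counting error and not the spread between cultures. In Δ*cdt-2* on Avicel, NCU09923 had 2.94 RPKM and NCU08189 had 896 RPKM, and with the paper's wild type Avicel values the log2 ratios were -3.20 and -3.30. Over all 14 genes of Table 2 the median log2 ratio on xylan was -2.11, and 10 genes were at least 2-fold lower. The β-1,3-endoglucanase gene NCU09175 changed least, from 981 to 791 RPKM, a log2 ratio of -0.31. The authors chose these genes because they were lower on both carbon sources, so their medians were not compared with those of random lists.

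**Figure D2:**
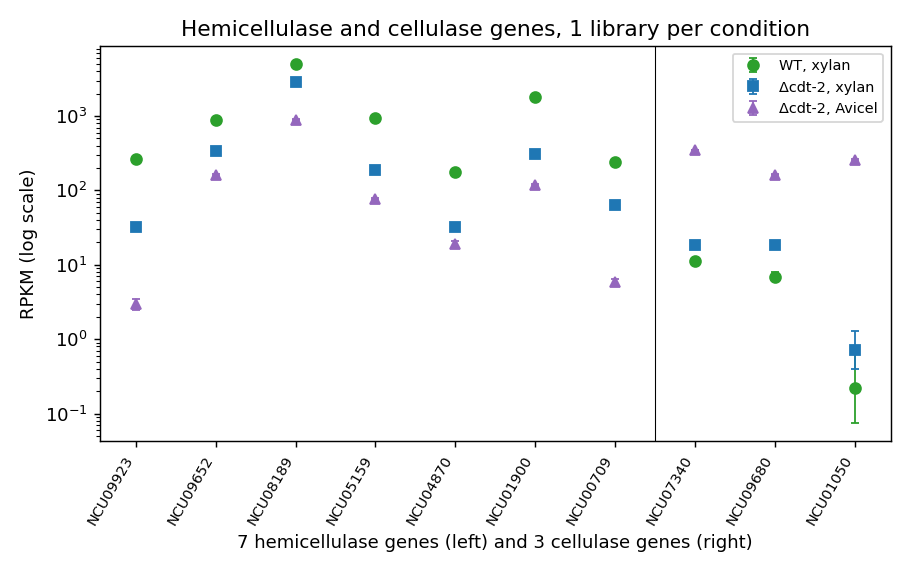
RPKM (log scale) of the 7 hemicellulase genes and of 3 cellulase genes in wild type on xylan (circles), Δ*cdt-2* on xylan (squares) and Δ*cdt-2* on Avicel (triangles), 1 library each, with 95% Wilson intervals for counting error. Among these 3 libraries, each hemicellulase gene is highest in wild type on xylan, and each cellulase gene is highest in Δ*cdt-2* on Avicel. Wild type on Avicel, from another study, is not shown and is not part of this ranking.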

In this set of 140 genes, fourteen genes were related to polysaccharide metabolism according to FunCat analysis [34] (Table S2 P2), including seven hemicellulase genes: NCU09923 (β-xylosidase, *gh3-7*), NCU09652 (β-xylosidase, *gh43-5*), NCU08189 (endo-1,4-β-xylanase, *gh10-2*), NCU05159 (acetylxylan esterase), NCU4870 (acetyl xylan esterase), NCU01900 (xylosidase/arabinosidase, *gh43-2*), and NCU00709 (β-xylosidase, *gh3-8*), and other carbohydrate metabolism enzymes (Table 2). 

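Among the 1764 genes compared on both carbon sources, 145 were at least 2-fold lower in Δ*cdt-2* on xylan and not on Avicel, and 28 were lower on Avicel and not on xylan. The genes lower on one carbon source were separated from the others by a threshold on each ratio, and the difference between the ratios was not tested.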

Among the down-regulated genes in Δ*cdt-2*, a much larger group of genes (494 genes) were specifically down-regulated on xylan, while 159 were specifically down-regulated on Avicel (Figure 6A). In the group of 494 genes down-regulated on xylan, many genes were not directly involved in xylan degradation, including proteins with binding functions or cofactor requirements (structural or catalytic), metabolism, protein synthesis, and energy (Table S2 P3). This suggests that the *cdt-2* mutation caused a tremendous nutritional challenge for the mutant, leading to the down regulation of many pathways to ensure survival [35]. 

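The members of each category were taken from Table S2 P3, which lists genes that the authors found lower on xylan, so their direction follows from that choice and the values show its size. Of the 194 genes that the paper counts in the binding function or cofactor category, 173 were used here. They had a median log2 ratio of -1.47 and a median RPKM of 145 in wild type and 43.4 in Δ*cdt-2*. The gene numbers that follow are also of genes used here and not of the paper's whole sets. For metabolism, 184 genes had a median log2 ratio of -1.66. For protein synthesis, 73 genes had a median of -1.95, and their median RPKM was 100.4 in wild type and 31.7 in Δ*cdt-2*. For energy, 55 genes had a median of -1.26. Within metabolism, 73 genes of amino acid metabolism had a median of -2.32. Table S2 P2 covers the genes that the authors found lower on both carbon sources. It counts 69 ribosomal protein genes, of which 42 were used here. Together with those of P3, 64 ribosomal protein genes had a median log2 ratio of -2.64, and all 64 were at least 2-fold lower.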

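On xylan the median size of the log2 ratio was 0.53 over the 1764 genes compared on both carbon sources, and 404 of these genes changed at least 2-fold in one direction or the other. From the many genes lower on xylan that are not directly involved in xylan degradation, the paper proposes that the loss of *cdt-2* was a nutritional challenge to which the mutant responded by lowering many pathways.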

Thirty one genes in the set of 159 genes down-regulated specifically on Avicel were related to polysaccharide metabolism, containing many cellulase and hemicellulase genes, including several key cellulase genes, such as NCU07340 (cellobiohydrolase-1, *cbh-1*), NCU09680 (cellobiohydrolase-2, *cbh-2*), and NCU01050 (endoglucanase II, *gh61-4*) (Table S2 P4).

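In Δ*cdt-2* on Avicel, *cbh-1* (NCU07340) had 349 RPKM, *cbh-2* (NCU09680) had 163 RPKM and *gh61-4* (NCU01050) had 260.2 RPKM. For NCU01050 the paper's wild type Avicel value was 2820 RPKM in Table S2. Converted to the scale of the deposited RPKM it was 2908, which gave a log2 ratio of -3.48. Wild type Avicel values of NCU07340 and NCU09680 were not analysed here. On xylan these 3 genes were low in both strains. NCU07340 had 11.3 RPKM in wild type and 18.6 in Δ*cdt-2*, NCU09680 had 6.95 and 18.7, and NCU01050 had 3 reads and 11 reads. Of the 31 polysaccharide metabolism genes listed in Table S2 P4, 26 are in the files, and on xylan 7 of these were lower and 19 higher in Δ*cdt-2*. That list leaves out genes that the authors found lower on xylan.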

**Figure 6:**
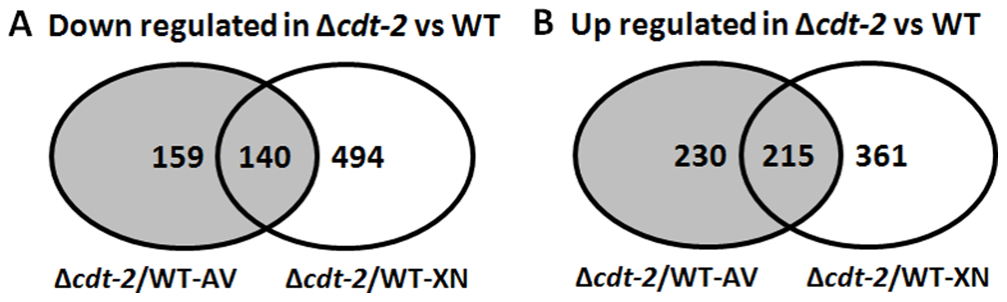
Venn diagram of the transcriptome comparison of WT and Δ*cdt-2* on either Avicel or xylan. A) The genes that show a statistically significant down-regulation in expression level in Δ*cdt-2* compared with WT on xylan or Avicel. Fourteen genes that were down-regulated on both Avicel and xylan in the Δ*cdt-2* strain compared with WT are related to polysaccharide metabolism (Table 2). B) The genes that show a statistically significant up-regulation in expression level in Δ*cdt-2* compared with WT on xylan or Avicel. Funcat analyses of all gene sets are available in the Table S2. The wild type and Δ*cdt-2* strains were grown in liquid MM media for 16 h, then transferred into 0.5% xylan or 0.5% Avicel for an additional 4 h of cultivation.

**Table 2:** Down-regulated genes related to polysaccharide metabolism in Δ*cdt-2* strain compared with WT on both Avicel and xylan media.

Locus	Gene annotation	RPKM value-AV^b^		Fold change	RPKM value-XN^c^		Fold change
		WT	Δ*cdt-2*		WT	Δ*cdt-2*	
NCU09923	β-xylosidase	34	3	12.1	258	31	8.3
NCU09652	β-xylosidase	694	134	5.2	746	287	2.6
NCU09582	chitin deacetylase	410	3	120.8	44	5	8.4
NCU09175	β-1,3-endoglucanase EglC^a^	1241	657	1.9	780	626	1.2
NCU08755	β-glucosidase 1	1567	404	3.9	170	113	1.5
NCU08384	xylose reductase	2736	280	9.8	8034	1541	5.2
NCU08189	endo-1,4-β-xylanase	8536	860	9.9	4778	2743	1.7
NCU05751	cellulose-binding protein	74	1	67.6	47	14	3.3
NCU05159	acetylxylan esterase	2066	46	45.4	540	108	5.0
NCU04870	acetyl xylan esterase	867	19	46.6	174	32	5.5
NCU01906	aldehyde reductase	136	46	3.0	552	94	5.9
NCU01900	xylosidase/arabinosidase	2023	108	18.8	1689	289	5.9
NCU00709	β-xylosidase	41	6	7.4	229	60	3.8
NCU00130	β-glucosidase	5277	396	13.3	97	52	1.9

a GPI-anchored cell wall β-1,3-endoglucanase EglC.

b Avicel.

c xylan.

In addition, a total of 445 and 576 genes were up-regulated in *cdt-2* deletion strain on Avicel and xylan, respectively, with 215 overlapping genes (Figure 6B). 

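On xylan, 1106 of the 7035 genes with at least 5 RPKM were at least 2-fold higher in Δ*cdt-2* than in wild type. After rescaling by the median ratio, 857 genes were higher and 963 lower, so which direction held more genes depended on the scaling. Fisher's exact test on the reads, with a Benjamini-Hochberg adjusted p below 0.001, gave 3653 higher genes as a comparison of the 2 libraries, and the test on rounded RPKM gave 685. The smallest count, 194, came with a 4-fold threshold. On Avicel, 53 of 1800 genes were at least 2-fold higher. This number moved in both directions with the processing. It was 7 with a 4-fold threshold, 29 after rescaling by the median ratio, 122 with the test on rounded RPKM and 301 with a 1.5-fold threshold, and 194 when wild type values were used as Table S2 gives them, an alternative chosen after seeing the data. That alternative sets wild type on the scale of Table S2 against Δ*cdt-2* on the deposited scale. Of the 1764 genes compared on both carbon sources, 20 were at least 2-fold higher on both. The count higher on both was 3 with a 4-fold threshold, 10 after rescaling, 60 with the test on rounded RPKM, 107 with a 1.5-fold threshold and 35 with the unconverted wild type values.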

On xylan, 361 genes were specifically up-regulated in the Δ*cdt-2* strain compared with the wild type strain. 

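Of the 213 genes that were at least 2-fold higher in Δ*cdt-2* on xylan among the 1764 compared on both carbon sources, 193 were not 2-fold higher on Avicel. Among the genes that Table S2 P5 lists as higher on xylan, the 25 genes of amino acid metabolism in the files had a median log2 ratio of 2.17, and their median RPKM was 12.0 in wild type and 104 in Δ*cdt-2*. The 9 genes of fatty acid oxidation had a median log2 ratio of 2.61.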

According to the FunCat analysis, many genes encoding sugar transporters are up-regulated in Δ*cdt-2*, including NCU00821, NCU01132, NCU05853, NCU02188, and NCU04963 (Table S2 P5). These observations suggest that the fungus is responding to the nutrition limitation caused by the *cdt-2* mutation, and this response has some overlap with the response to a no carbon condition [35] (Figure S3 in File S1). 

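All 5 named transporter genes were higher in Δ*cdt-2* on xylan, with a median log2 ratio of 1.23, and 3 of them were at least 2-fold higher. NCU00821 rose most, from 175 RPKM in wild type to 1093 in Δ*cdt-2*, a log2 ratio of 2.63. NCU01132 rose from 102 to 297 RPKM, and NCU05853 from 328 to 771 RPKM. NCU02188, at 796 and 1472 RPKM, and NCU04963, at 1124 and 1740 RPKM, had log2 ratios of 0.89 and 0.63. Of the 18 carbohydrate transport genes in Table S2 P5, 17 are in the files, with a median log2 ratio of 1.32 and 14 genes at least 2-fold higher. These genes were listed by the authors because they rose.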

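The paper's no carbon values come from another study and were taken from Table S2 P1. Across 1813 genes with at least 5 RPKM in one of the xylan libraries, the log2 ratio of Δ*cdt-2* to wild type on xylan and the log2 ratio of no carbon to wild type on xylan had a Pearson correlation of 0.782 and a Spearman correlation of 0.781. Genes are not independent replicates, and both ratios have the same wild type xylan library below the line. With wild type on Avicel in the place of no carbon, the ratio to wild type on xylan had nearly as high a correlation with the xylan ratio, 0.756 (Pearson) and 0.763 (Spearman). With wild type on Avicel as the reference for no carbon, the Pearson correlation was 0.130, and it was 0.098 when genes with at least 5 RPKM in any of the 3 deposited libraries were kept. Of 229 genes that were at least 2-fold lower on xylan, 219 were lower by any amount without carbon than in wild type on xylan. Of these, 151 were at least 2-fold lower. Against wild type on Avicel, 79 of the 229 were lower without carbon by any amount. Of 215 genes that were at least 2-fold higher, the corresponding numbers were 211, 162 and 158. From its observations on the up-regulated genes, which include the sugar transporter genes, the paper proposes that the fungus responds to a limited supply of nutrients, and it points to Figure S3 for some overlap of this response with the one to no carbon.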

The deletion of *cdt-2* also induced a starvation effect under Avicel conditions, but this effect was not as strong as in the xylan condition, suggesting that redundant functions for growth on Avicel exist between CDT-2 and its homolog CDT-1. 

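Over the same 1764 genes, the median size of the log2 ratio of Δ*cdt-2* to wild type was 0.36 on Avicel and 0.53 on xylan, and 7.20% of the genes changed at least 2-fold on Avicel against 22.9% on xylan. The Avicel values rest on the conversion to the scale of the deposited RPKM, which was chosen after seeing the data. With the unconverted Avicel values, also chosen after seeing the data, 1758 genes were kept, with 13.7% changed on Avicel and 22.8% on xylan and median sizes of 0.49 and 0.53. Those values leave wild type on the scale of Table S2 and Δ*cdt-2* on the deposited scale, so the difference in scale enters each Avicel ratio. The wild type Avicel library was made in another study, and the difference between the carbon sources was not tested because each condition has 1 library. The paper's no carbon values were then compared with its wild type Avicel values. Of the 82 genes at least 2-fold lower on Avicel, 50 were lower without carbon by any amount, and 31 at least 2-fold. Of the 53 genes at least 2-fold higher, 40 were higher without carbon by any amount, and 15 at least 2-fold. Across the 1800 genes with at least 5 RPKM in one of the Avicel libraries, the ratio of Δ*cdt-2* to wild type on Avicel and the ratio of no carbon to wild type on Avicel, which share a reference, had a Pearson correlation of 0.525 and a Spearman correlation of 0.150. Across the 1813 genes kept on the xylan libraries, these were 0.410 and 0.126. With wild type on xylan as the reference for no carbon they were 0.144 and -0.026 over the 1800 genes. Genes are not independent replicates. *cdt-1* (NCU00801) had 635 RPKM in Δ*cdt-2* on Avicel. The paper's wild type Avicel value was 1018 RPKM in Table S2 and 1520 RPKM after conversion to the deposited scale. On xylan *cdt-1* had 62.8 RPKM in wild type and 139 RPKM in Δ*cdt-2*.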

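NCU00355, which Table S2 P7 names catalase-3, had 185 RPKM in Δ*cdt-2* on Avicel. The paper's wild type Avicel value was 17.0 RPKM in Table S2 and 21.5 RPKM on the gene length of the deposited files, which gave a log2 ratio of 3.05. Its no carbon value, also from another study, was 21.8 RPKM in Table S2. The gene was thus low in both wild type libraries from other studies and higher in the 3 deposited libraries. A difference between studies therefore cannot be told apart from a rise on Avicel. On xylan the gene was lower in Δ*cdt-2*, at 223 RPKM against 462 RPKM in wild type, a log2 ratio of -1.05. Nap1 (NCU03905) had 123 RPKM in Δ*cdt-2* on Avicel, and its wild type Avicel value was not analysed here. On xylan Nap1 had 107 RPKM in wild type and 114 RPKM in Δ*cdt-2*. This log2 ratio of 0.09 became -0.069 when the libraries were rescaled by their median ratio.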

Interestingly, the ROS (reactive oxygen stress) regulator Nap1 (NCU03905) and one of its target genes, peroxidase (NCU00355) [36], [37], were up-regulated under the Avicel condition, suggesting that ROS stress is generated during cellulose degradation when CDT-2 is deleted (Table S2 P6).

### Overexpression of cdt-2 Increased Cellulase and Hemicellulase Gene Expression in *N. crassa*

The deletion of *cdt-2* caused numerous cellulase and hemicellulase genes to be down-regulated, and thus higher cellulase and hemicellulase production may result from *cdt-2* overexpression. We tested this idea by placing *cdt-2* under the *ccg-1* promoter [31], and transformed this construct into the WT background (FGSC 6103). The resulting strain, called CPL-1, contains one extra copy of *cdt-2*. As expected, the major cellulase and hemicellulase genes were up-regulated in the CPL-1 strain under Avicel and xylan conditions, respectively, as determined through qRT-PCR analysis (Figure S4 in File S1). We also measured endoglucanase, xylanase and β-xylosidase activities for 1, 3 and 5 day old CPL-1 cultures. Under Avicel conditions, the activities of all three enzymes in the CPL-1 strain were significantly higher than those in the wild type strain. The β-xylosidase activity was higher in the CPL-1 strain under xylan conditions, and the xylanase activity was not significantly different. As expected, no endoglucanase activity was detected since xylan cannot induce cellulases in *N. crassa* (Figure 7).

**Figure 7:**
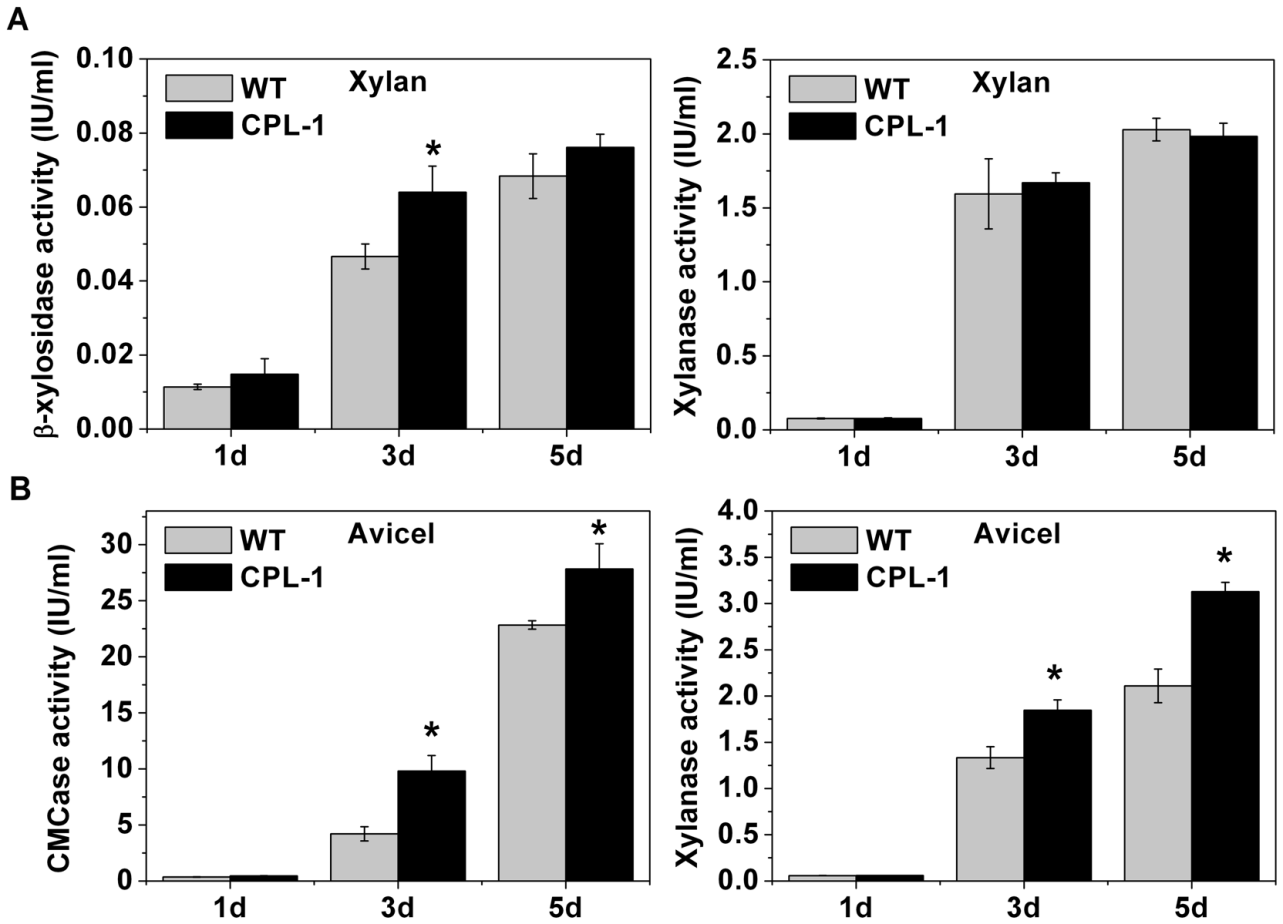
Enzyme activity of culture supernatants of wild type and CPL-1 strains. A) β-xylosidase activity and xylanase activity of wild type strain and *cdt-2* overexpression strain CPL-1 on xylan for 1, 3 and 5 days of cultivation. B) Endoglucanase activity and xylanase activity of WT and CPL-1 on Avicel for 1, 3 and 5 days of cultivation. The mean and deviation showed are three independent measurements. *P<0.05 (two sided student’s t-test).

### The Regulation of CDT-2 is Different from CDT-1 in *N. crassa*

The transcription factors CLR-1, CLR-2 [16], XLR-1 [19] and CRE-1 [38] are major regulators of cellulose and hemicellulose degradation in *N. crassa*. To determine whether *cdt-1* and *cdt-2* are regulated by these transcription factors during cellulose and hemicellulose degradation, the relative expression level of the two transporter genes was measured by qRT-PCR in deletion mutants of the four transcription factors (Figure 8). The deletion of the cellulose degradation regulator gene *clr-1* significantly affected the expression of both *cdt-1* and *cdt-2* on Avicel. However, *cdt-1* expression was more affected than that of *cdt-2*. Under Avicel conditions, *cdt-1* expression was nearly undetectable without *clr-1* but mildly affected by the deletion of *clr-2*. In the *xlr-1* mutant, *cdt-2* expression was almost completely suppressed under both Avicel and xylan conditions, while *cdt-1* expression was up-regulated under both conditions. These results suggest that XLR-1 is the major regulator for *cdt-2*, whereas *cdt-1* is primarily regulated by CLR-1. Both *cdt-1* and *cdt-2* are up-regulated in a Δ*cre-1* strain on Avicel and xylan, suggesting that CRE-1 does not directly regulate these transporters, which is consistent with the induction of cellulase and hemicellulase through general CCR (carbon catabolite repression) derepression. In summary, the two cellodextrin transporters are regulated differently in *N. crassa* (Figure S5 in File S1).

**Figure 8:**
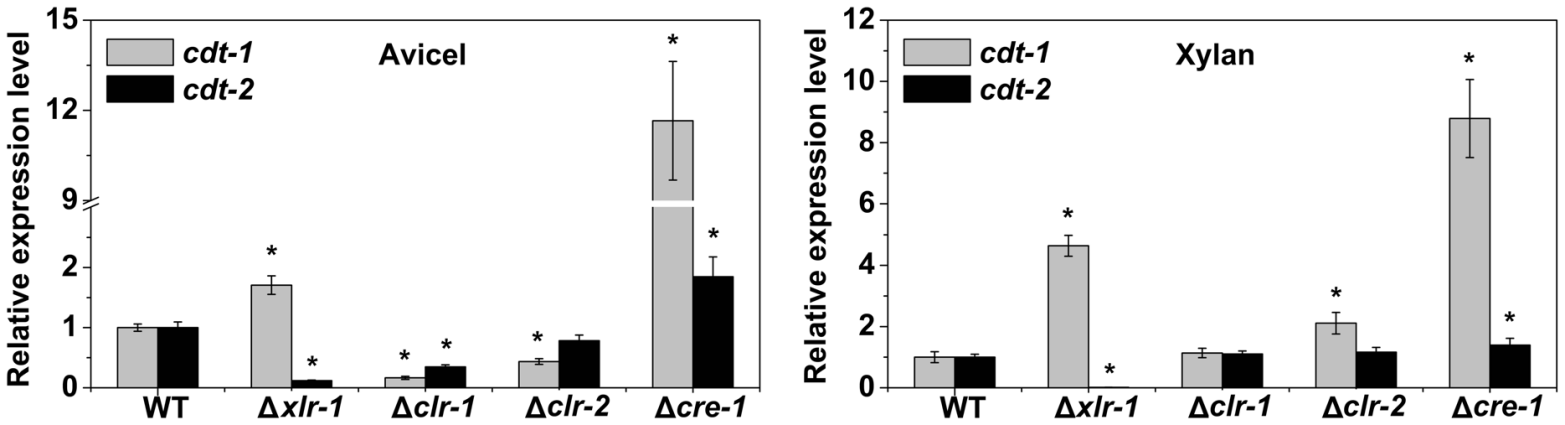
Relative expression levels of *cdt-2* and *cdt-1* in different mutants determined by qRT-PCR. The mutants carrying deletions for different transcription factors (Δ*xlr-1*, Δ*clr-1*, Δ*clr-2* and Δ*cre-1*) were grown in liquid MM media for 16 h, then transferred into 0.5% xylan or 0.5% Avicel for an additional 4 h of cultivation. Gene expression levels of actin (NCU04173) were used as an endogenous control in all samples. Each reaction was done by triplicate. *P<0.05 (two sided student’s t-test).

## Discussion

CDT-1 and CDT-2 are two important cellodextrin transporters in *N. crassa*, and these transporters play critical roles in cellulose degradation [11]. By comprehensive analysis of the two transporters’ gene expression patterns and phenotypes on a variety of carbon sources, including the cellulose and hemicellulose, we found that only CDT-2 is also involved in hemicellulose degradation and utilization. As far as we know, only transporters affecting cellulose (but not hemicellulose) degradation have been reported, including Stp1 and Crt1 in *T. reesei* [12], CdtC and CdtD in *Penicillium oxalicum* [14] and CDT-1 and CDT-2 in *N. crassa* [9], [11]. This is the first time a sugar transporter has been assigned a function in hemicellulose sensing and utilization.

Xylan is a complex and heteropolymeric hemicellulosic polymer, which mainly consists of xylose and arabinose with some glucuronyl, feruloyl, and acetyl groups [39]. Xylan itself is a very powerful inducer for hemicellulase production, and its xylodextrin derivatives can also serve as inducers. Xylobiose or xylooligosacchardie can also induce hemicellulase production, as has been reported in *Aspergillus nidulans* [40], *Thermoascus aurantiacus* [10] and *T. reesei* [41]. The mechanism by which these microbes sense hemicellulose remains unknown.

During the revision of this manuscript, both CDT-1 and CDT-2 were suggested as transceptors for cellodextrin involved in cellulose sensing [42], and here we show evidence of *cdt-2* involvement in hemicellulose sensing and utilization. As a possible transceptor, CDT-2 has a dual function of both transporter and receptor. The mechanisms for sensing hemicellulose might be similar to that of cellulose, through sensing and/or uptaking the putative lignocellulase inducers cellodextrin and xylodextin. Using the yeast system, the preliminary data we had implicated that the CDT-2 might have capability of xylodextrin transport (Figure S6 and Figure S7 in File S1). Currently, how CDT-2 senses cellodextrin, such as structural-based information, is not clear. Similarly, although we know that deletion of *cdt-2* greatly affects hemicellulase synthesis and hemicellulose degradation in *N. crassa*, the detailed mechanism of how the CDT-2 senses xylodextrin requires further experiments.

Although both CDT-1 and CDT-2 were suggested to be cellodextrin transceptors [42], based on our analysis of the differences of CDT-1 and CDT-2, we would suggest that only CDT-2 is a transceptor, and involved not only in cellulose sensing but also in hemicellulose sensing as well. CDT-1 appears to be purely a cellodextrin transporter, based on its expression pattern and lack of growth defects for the *cdt-1* mutant on a variety of tested carbon sources. The cellobiose transport activity of CDT-1 was higher than that of CDT-2, with better maximum velocity (Vmax) in engineered yeast [11]. Considering CDT-2 as a transceptor of cellodextrin and possible xylodextrin, it is a good target protein to start exploring novel components of the lignocellulose sensing pathway.

## Supporting Information

Table S1 Primers used in cloning and quantitative real-time PCR.
(XLSX) Click here for additional data file.

Table S2 Dataset of transcriptome analysis.

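Sheet P1 of Table S2 gives the RPKM of each gene in 5 libraries, and P2 to P6 give the functional categories of the gene sets in Figure 6. P7 lists the genes that the authors found changed in 4 comparisons. Of the 1999 genes of P1 used here, 1924 are also in the deposited files. For these genes the RPKM in Table S2 was between 0.601 and 0.990 of the deposited RPKM from the 5th to the 95th percentile in Δ*cdt-2* on xylan. The Avicel list of 744 genes holds 196 of these 1924 genes. Of the 196, 70 were lower and 126 higher in Δ*cdt-2*, and their median absolute log2 ratio was 0.996.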

(XLSX) Click here for additional data file.

File S1 Includes Figure S1–S7. **Figure S1.** The strain verification of Δ*cdt-1*, Δ*cdt-2*, Δ*cdt-1*Δ*cdt-2* (A) and Pn-*cdt-2*, Pc-*cdt-2*, CPL-1 (B) by PCR. **Figure S2.** The expression kinetics of *cdt-1* and *cdt-2* on Avicel and xylan. Gene expression levels of *cdt-1* and *cdt-2* in WT under different time points. Cultures were inoculated with WT conidia on MM medium for 16 h growth (SU-16 h), on 2% Avicel medium for 30 h growth (AV-30 h), for 2 d growth (AV-2 d) and for 3 d growth (AV-3 d), or on 2% xylan for 1 day (XN-1 d), 2 days (XN-2 d) and 3 days (XN-3 d). **Figure S3.** The transcriptome comparison of Δ*cdt-2* response to Avicel/xylan with WT response to no carbon. A) The genes that showed a statistically differential expression (analyzed by DEGseq, see the detail procedure in method of text) in WT exposed to no carbon compared with Δ*cdt*-2 on xylan, using data of WT on xylan as reference. B) The genes that showed a statistically differential expression in WT exposed to no carbon compared with Δ*cdt*-2 on Avicel, using data of WT on Avicel as reference. The differentially expressed genes and their functions are listed in supplement material (Table S2 P7). **Figure S4.** Relative expression levels of cellulase and hemicellulase genes in wild type and CPL-1 strains A) Relative expression levels of major cellulase genes (NCU07340, NCU09680 and NCU00762) and *cdt-2* (NCU08114) in WT and *cdt-2* overexpression strain CPL-1 on Avicel conditions by qRT-PCR. B) Relative expression levels of major hemicellulase genes (NCU08189, NCU04870 and NCU01900) and *cdt-2* (NCU08114) in WT and CPL-1 strains on xylan conditions by qRT-PCR. All the strains were grown in liquid MM media for 16 h, then transferred into 2% xylan or 2% Avicel for an additional 24 h of cultivation. The actin gene (NCU04173) was used as an endogenous control in all samples. Each reaction was done by triplicate. *P<0.05. **Figure S5.** The regulation of CDT-1 and CDT-2 in *N. crassa*. Both CDT-1 and CDT-2 transport cellobiose and cellodextrin, which degraded from cellulose by cellulase. CDT-2 may transport xylobiose and xylodextrin, which degraded from hemicellulose by hemicellulase. *cdt-2* is primarily regulated by XLR-1. *cdt-1* is mainly regulated by CLR-1 and CLR-2 on Avicel. Besides the primary regulation, there are cross regulation for *cdt-1* and *cdt-2* by CLR-1. **Figure S6.** Hydrolysis of xylodextrin by the intracellular β-xylosidase (GH43-2) and xylodextrin transport by the recombinant *S. cerevisiae* strain. A) SDS-PAGE gel of purified intracellular β-xylosidase (Figure S7). Lane M, protein molecular weight standards (KDa). Lane 1, β-xylosidase after purification over nickel-NTA resin. On the left, the molecular weights (KDa) are shown. B) The hydrolysis activity analysis of purified β-xylosidase^b^ using xylobiose (XB) and xylotriose (XT) as substrates. The data represent the average of three technical replicates with the standard deviation. C) Intracellular D-xylose accumulation of recombinant *S. cerevisiae* strain E(*gh43-2*+*cdt-2*)^a^ containing *cdt-2* and *gh43-2* ^c^. The error bar is the standard deviation of triplicate measurements. ND: not detectable. **Figure S7.** Extracellular and intracellular β-xylosidase activity of the recombinant strain E(*gh43-2*) and the control strain E(423P). No any xylosidase activity was detected in extracellular supernatant of recombinant strain.
(DOCX) Click here for additional data file.

# Supplementary material for: Evidence of a Critical Role for Cellodextrin Transporte 2 (CDT-2) in Both Cellulose and Hemicellulose Degradation and Utilization in Neurospora crassa
**Source:** PLoS One. 2014 Feb 20;9(2):e89330. doi: 10.1371/journal.pone.0089330
**Supplement:** File S1 — Includes Figure S1–S7. Figure S1. The strain verification of Δcdt-1, Δcdt-2, Δcdt-1Δcdt-2 (A) and Pn-cdt-2, Pc-cdt-2, CPL-1 (B) by PCR. Figure S2. The expression kinetics of cdt-1 and cdt-2 on Avicel and xylan. Gene expression levels of cdt-1 and cdt-2 in WT under different time points. Cultures were inoculated with WT conidia on MM medium for 16 h growth (SU-16 h), on 2% Avicel medium for 30 h growth (AV-30 h), for 2 d growth (AV-2 d) and for 3 d growth (AV-3 d), or on 2% xylan for 1 day (XN-1 d), 2 days (XN-2 d) and 3 days (XN-3 d). Figure S3. The transcriptome comparison of Δcdt-2 response to Avicel/xylan with WT response to no carbon. A) The genes that showed a statistically differential expression (analyzed by DEGseq, see the detail procedure in method of text) in WT exposed to no carbon compared with Δcdt-2 on xylan, using data of WT on xylan as reference. B) The genes that showed a statistically differential expression in WT exposed to no carbon compared with Δcdt-2 on Avicel, using data of WT on Avicel as reference. The differentially expressed genes and their functions are listed in supplement material (Table S2 P7). Figure S4. Relative expression levels of cellulase and hemicellulase genes in wild type and CPL-1 strains A) Relative expression levels of major cellulase genes (NCU07340, NCU09680 and NCU00762) and cdt-2 (NCU08114) in WT and cdt-2 overexpression strain CPL-1 on Avicel conditions by qRT-PCR. B) Relative expression levels of major hemicellulase genes (NCU08189, NCU04870 and NCU01900) and cdt-2 (NCU08114) in WT and CPL-1 strains on xylan conditions by qRT-PCR. All the strains were grown in liquid MM media for 16 h, then transferred into 2% xylan or 2% Avicel for an additional 24 h of cultivation. The actin gene (NCU04173) was used as an endogenous control in all samples. Each reaction was done by triplicate. *P<0.05. Figure S5. The regulation of CDT-1 and CDT-2 in N. crassa. Both CDT-1 and CDT-2 transport cellobiose and cellodextrin, which degrad

**Supporting information**

**File S1**

**Figure S1**

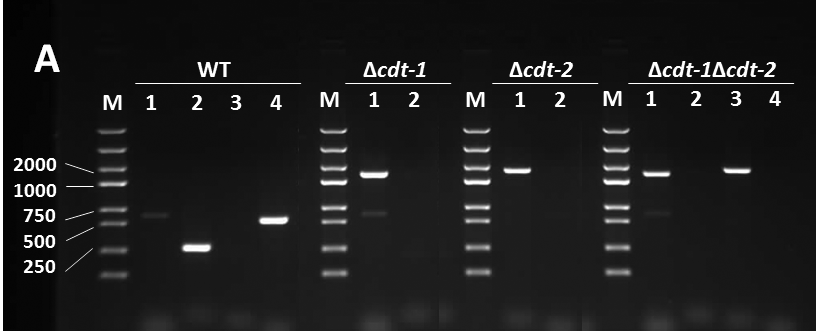

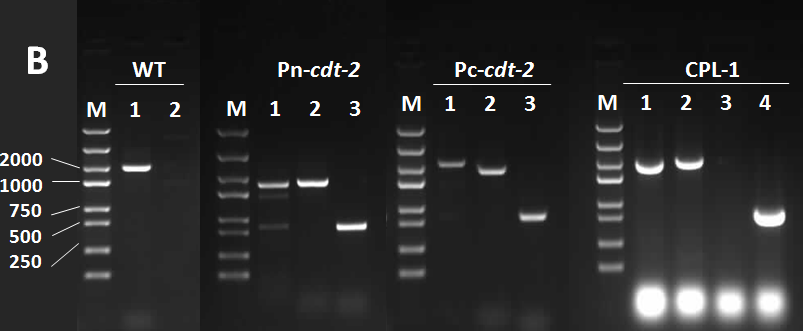

The strain verification of Δ*cdt-1*, Δ*cdt-2*, Δ*cdt-1*Δ*cdt-2* (A) and Pn-*cdt-2*, Pc-*cdt-2*, CPL-1 (B) by PCR.

Figure description:

| Figure A | Location | Primers used | Electrophoretic band size (bp) |
| --- | --- | --- | --- |
| WT | Lane 1 | 801Vr/hph | No band |
|  | Lane 2 | 801VF/801VR | 528 |
|  | Lane 3 | 8114Vr/hph | No band |
|  | Lane 4 | 8114VF/8114VR | 846 |
| Δ*cdt-1* | Lane 1 | 801Vr/hph | 1741 |
|  | Lane 2 | 801VF/801VR | No band |
| Δ*cdt-2* | Lane 1 | 8114Vr/hph | 1857 |
|  | Lane 2 | 8114VF/8114VR | No band |
| Δ*cdt-1*Δ*cdt-2* | Lane 1 | 801Vr/hph | 1741 |
|  | Lane 2 | 801VF/801VR | No band |
|  | Lane 3 | 8114Vr/hph | 1857 |
|  | Lane 4 | 801Vr/hph | No band |
| Figure B | Location | Primers used | Electrophoretic band size |
| WT | Lane 1 | N8114-2-F/N8114-2-R | 1999 |
|  | Lane 2 | C8114G-F/C8114G-R | No band |
| Pn-*cdt-2* | Lane 1 | N8114-F/N8114-R | 1776 |
|  | Lane 2 | 8114Vr/hph | 1857 |
|  | Lane 3 | 8114VF/8114VR | 846 |
| Pc-*cdt-2* | Lane 1 | C8114G-F/C8114G-R | 2081 |
|  | Lane 2 | 8114Vr/hph | 1857 |
|  | Lane 3 | 8114VF/8114VR | 846 |
| CPL-1 | Lane 1 | N8114-F/N8114-R | 1776 |
|  | Lane 2 | C8114G-F/C8114G-R | 2081 |
|  | Lane 3 | 8114Vr/hph | No band |
|  | Lane 4 | 8114VF/8114VR | 846 |

Primers used for strain verification.

| Primer | Sequence |
| --- | --- |
| hph | TGCAATAGGTCAGGCTCT |
| 801Vr | TTAGGGTTGTAGACACCTGC |
| 8114Vr | GACGACCAGAACTAGGTAGG |
| 801VF | CTTATCGTCATGTCCTCCGTCTT |
| 801VR | CGTGCCTCTTTGAGTCTGCTT |
| 8114VF | CGTCTCACCACCATCTACAA |
| 8114VR | CGCAACAGGGTTCGCATA |
| N8114-2-F | CCCAGACAAGACAACATCAT |
| N8114-2-R | GTAGCGTTGGTAAACAGATAGA |
| N8114-F | GACCCAGACAAGACAACATC |
| N8114-R | TCGTGAATCTCCACCTCC |
| C8114G-F | ATCAGCCAACAAAGCAATC |
| C8114G-R | GAAGGTGGTCACGAGGG |

**Figure S2**

**
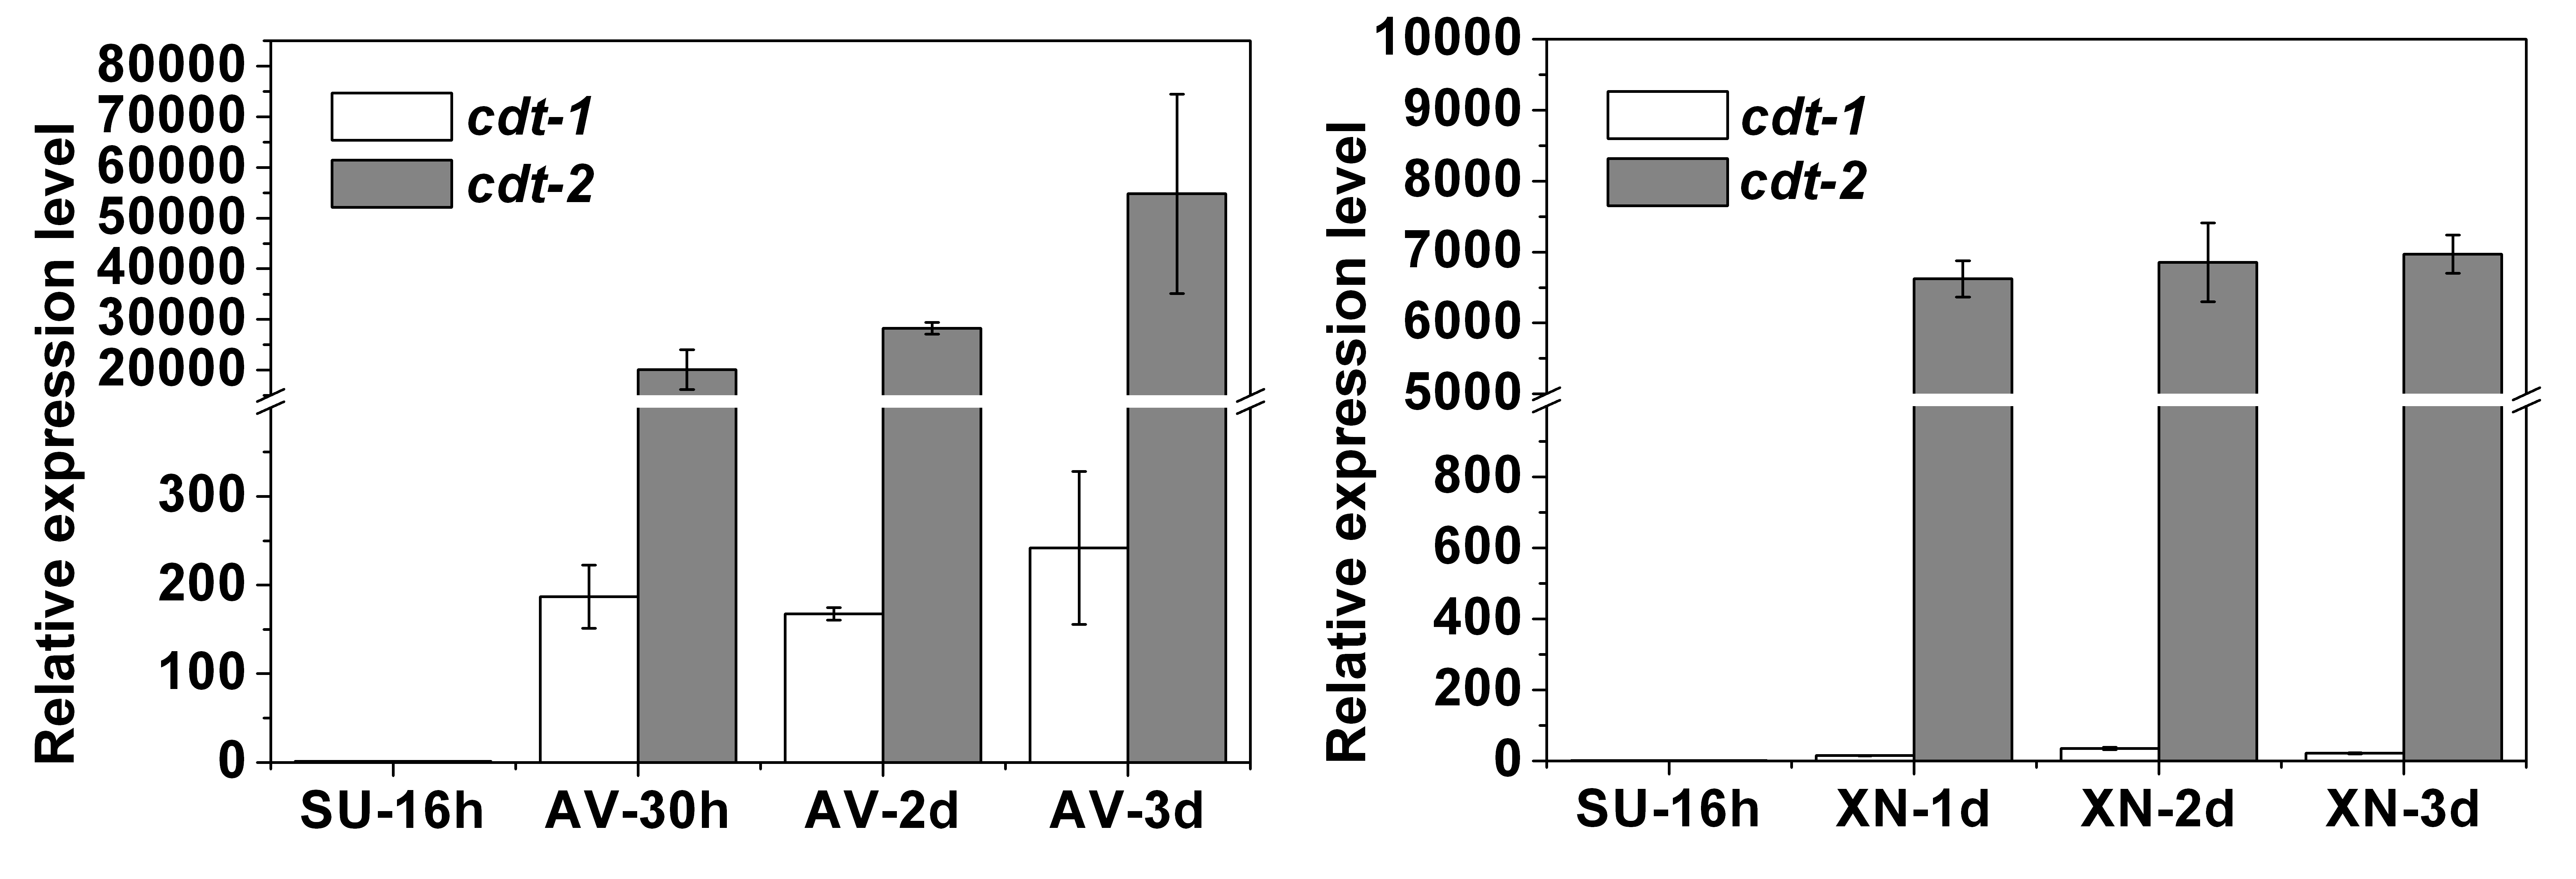
**

**The expression kinetics of CDT-1 and CDT-2 on Avicel and xylan**

Gene expression levels of *cdt-1* and *cdt-2* in WT under different time points. Cultures were inoculated with WT conidia on MM medium for 16 h growth (SU-16h), on 2% Avicel medium for 30 h growth (AV-30h), for 2 d growth (AV-2d) and for 3 d growth (AV-3d), or on 2% xylan for 1 day (XN-1d), 2 days (XN-2d) and 3 days (XN-3d).

**Figure S3**

**
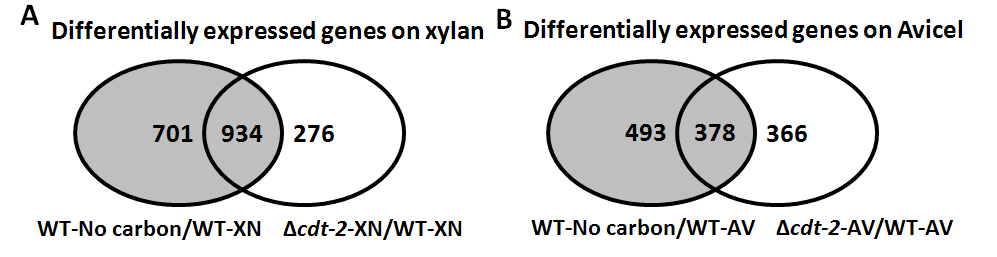
**

**The transcriptome comparison of Δ*cdt-2* response to Avicel/xylan with WT response to no carbon.**

A) The genes that showed a statistically differential expression (analyzed by DEGseq, see the detail procedure in method of text) in WT exposed to no carbon compared with Δ*cdt*-2 on xylan, using data of WT on xylan as reference. B) The genes that showed a statistically differential expression in WT exposed to no carbon compared with Δ*cdt*-2 on Avicel, using data of WT on Avicel as reference. The differentially expressed genes and their functions are listed in supplement material (Table S2 P7).

**Figure S4**

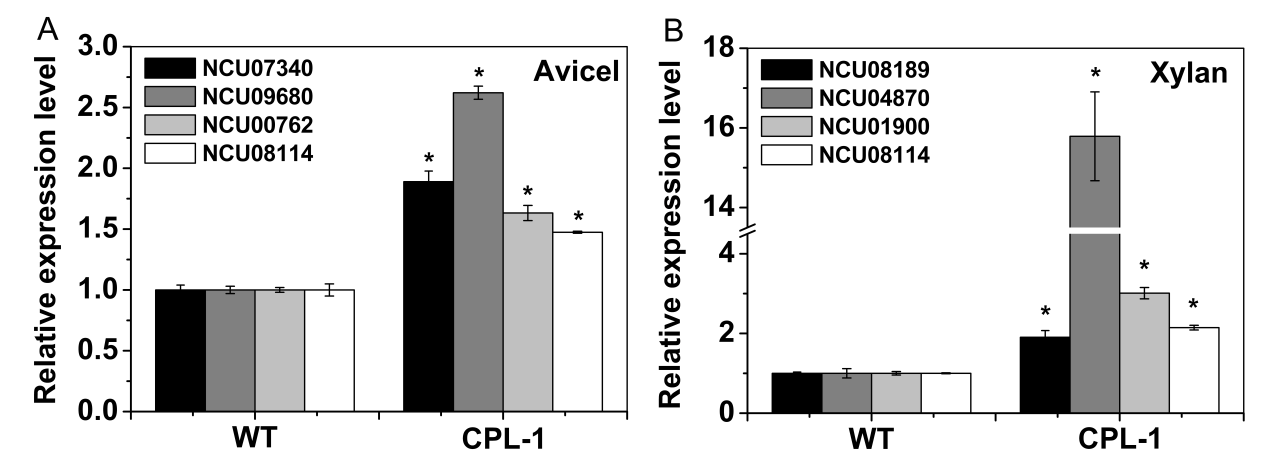

**Relative expression levels of cellulase and hemicellulase genes in wild type and CPL-1 strains** A) Relative expression levels of major cellulase genes (NCU07340, NCU09680 and NCU00762) and *cdt-2* (NCU08114) in WT and *cdt-2* overexpression strain CPL-1 on Avicel conditions by qRT-PCR. B) Relative expression levels of major hemicellulase genes (NCU08189, NCU04870 and NCU01900) and *cdt-2* (NCU08114) in WT and CPL-1 strains on xylan conditions by qRT-PCR. All the strains were grown in liquid MM media for 16 h, then transferred into 2% xylan or 2% Avicel for an additional 24 h of cultivation. The actin gene (NCU04173) was used as an endogenous control in all samples. Each reaction was done by triplicate. *P<0.05.

**Figure S5**

**
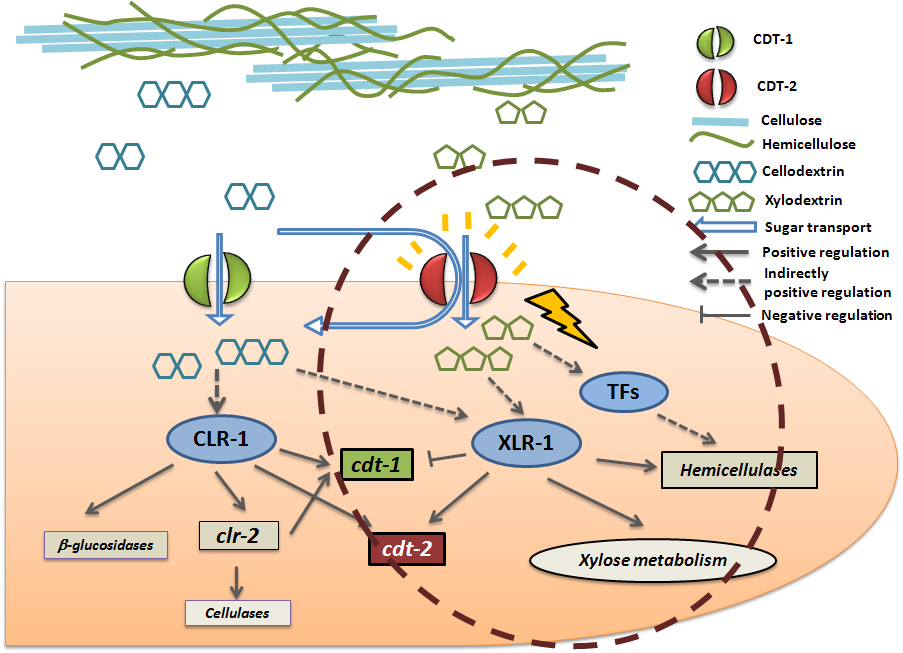
**

**The regulation of CDT-1 and CDT-2 in *N. crassa*.**

Both CDT-1 and CDT-2 transport cellobiose and cellodextrin, which degraded from cellulose by cellulase. CDT-2 may transport xylobiose and xylodextrin, which degraded from hemicellulose by hemicellulase. *cdt-2* is primarily regulated by XLR-1. *cdt-1* is mainly regulated by CLR-1 and CLR-2 on Avicel. Besides the primary regulation, there are cross regulation for *cdt-1* and *cdt-2* by CLR-1.

**Figure S6**

**Hydrolysis of xylodextrin by the intracellular β-xylosidase (GH43-2) and xylodextrin transport by the recombinant *S. cerevisiae* strain.** A) SDS-PAGE gel of purified intracellular β-xylosidase (Figure S7). Lane M, protein molecular weight standards (KDa). Lane 1, β-xylosidase after purification over nickel-NTA resin. On the left, the molecular weights (KDa) are shown. B) The hydrolysis activity analysis of purified β-xylosidase^b^ using xylobiose (XB) and xylotriose (XT) as substrates. The data represent the average of three technical replicates with the standard deviation. C) Intracellular D-xylose accumulation of recombinant *S. cerevisiae* strain E(*gh43-2*+*cdt-2*)^a^ containing *cdt-2* and *gh43-2*^c^. The error bar is the standard deviation of triplicate measurements. ND: not detectable.

**Figure S7**

**Extracellular and intracellular β-xylosidase activity of the recombinant strain E(*gh43-2*) and the control strain E(423P).** No any xylosidase activity was detected in extracellular supernatant of recombinant strain.

**Notes for yeast assay:**

**^a^ Strains and cultures**

The glucose transporter knockout strain *S. cerevisiae* EBY.VW4000 was a kind gift from Prof. Eckhard Boles [[1](#_ENREF_1)]. EBY.VW4000 was grown in YPM media (1% yeast extract and 2% peptone medium containing 2% maltose). *S. cerevisiae* E(*gh43-2*) is a recombinant strain with heterologous expressing the *N. crassa* gene *gh43-2* (NCU01900, β-xylosidase). E(*gh43-2*) was grown in complete minimal dropout media with maltose as the carbon source, supplemented with leucine, uracil and tryptophan. *S. cerevisiae* E(*gh43-2*+*cdt-2*) is a transformed strain expressing *gh43-2* and *cdt-2*. This strain was grown in complete minimal dropout media with maltose as the carbon source, supplemented with leucine and uracil.

Strain and plasmid for xylodextrin hydrolysis and transport experiments in *S. cerevisiae*

| *S. cerevisiae* |  |  |
| --- | --- | --- |
| EBY.VW4000 | CEN.PK2-1C Δ*hxt1-17* Δ*stl1* Δ*agt1* Δ*ydl247w* Δ*yjr160c* Δ*gal2* | [[1](#_ENREF_1)] |
| E(*gh43-2*) | EBY.VW4000, *HIS3*∷pRS423-PGK-*gh43-2* | This study |
| E(*gh43-2*+*cdt-2*) | E(*gh43-2*), *TRP1*∷pRS424-PGK-*cdt2*-GFP | This study |
| E(*gh43-2*+424G) | E(*gh43-2*), *TRP1*∷pRS424-PGK -GFP | This study |
| plasmids |  |  |
| pRS424-PGK-GFP | Yeast multicopy plasmid with PGK promoter and GFP tag | This study |
| pRS423-PGK-*gh43-2* | pRS423-PGK with cDNA of *gh43-2*, *HIS3* | This study |
| pRS424-PGK-*cdt2*-GFP | pRS424-PGK-GFP with cDNA of *cdt-2*, *TRP1* | This study |

**^b^Purification and activity analysis of β-xylosidase (GH43-2)**

The ORF of *gh43-2* (NCU01900) was PCR amplified from *N. crassa* cDNA using primers 1900-F and 1900-R, with 6×His tag added to primer 1900-R. *N. crassa* cDNA was synthesized from mRNA isolated from wild-type *N. crassa* cultured on xylan. Subsequently, *gh43-2* was inserted into plasmid pRS423-PGK using *Spe*I and *Eco*RI restriction sites. The resulting plasmid, pRS423-PGK-*gh43-2*, was transformed into *S. cerevisiae* EBY.VW4000 to construct strain E(*gh43-2*).

One clone of E(*gh43-2*) was inoculated into 50 ml SC-His medium with 2% maltose, and incubated overnight at 30°C. The seed culture was subsequently transferred into one liter of SC-His medium with 2% maltose for 4-6 h of cultivation. The cells were harvested through centrifugation, washed with ice-cold water, and resuspended in PEB buffer: 50 mM Tris-HCl, pH 8.0, 2 mM EDTA and 1×PMSF (added freshly from a 100×stock solution). The cells were lysed using glass beads, and the lysate was cleared through centrifugation at 15000×g for 10 min. The lysate supernatant was bound to Ni-NTA resin using AKTA purifier 10, and washed with wash buffer (buffer A: 0.02 M phosphate buffer, pH 7.8, containing 20 mM imidazole and 0.5 M sodium chloride). The bound β-xylosidase was eluted with elution buffer (Buffer B: 0.02 M phosphate buffer, pH 7.8, containing 300 mM imidazole and 0.5 M sodium chloride). The appropriate fractions were pooled and concentrated using an ultrafiltration membrane with a molecular weight cut-off of 10 KDa (Amicon, Millipore). The protein was frozen in liquid nitrogen, and stored at -80°C. The purity was determined through SDS-PAGE.

The purified β-xylosidase was assayed for hydrolytic activity with xylobiose and xylotriose. The activity was measured after incubating 5 μg of enzyme (1000 ng/μl) with 200 μl of each sugar solution (10 mM). The reactions proceeded for 40 min at 30°C and the hydrolysates were boiled for 10 min to terminate the enzyme action. The protein was removed using an ultrafiltration membrane. The samples were analyzed through HPLC using a HPX-87H column. The peaks were detected with a refractive index detector.

**^c^Xylodextrin transport in recombinant *S. cerevisiae***

The plasmid pRS424-PGK-*cdt2*-GFP was constructed according to previously published methods [[2](#_ENREF_2)] using plasmid pRS424. The plasmids pRS424-PGK-*cdt2*-GFP and pRS423-PGK-*gh43-2* were co-transformed into *S. cerevisiae* EBY.VW4000 using SC-His-Trp plates with 2% maltose as the selection medium. The recombinant strain was designated as E(*gh43-2*+*cdt-2*). The transport of xylobiose or xylotriose was performed according to a previously published method [[3](#_ENREF_3)], with some modifications. The recombinant strain E(*gh43-2*+*cdt-2*) was inoculated into 3 ml SC-His-Trp medium with 2% maltose and incubated overnight. This seed culture was subsequently inoculated into 100 ml medium in a 250-ml shaker flask. After 24 h of growth at 30°C and 250 rpm, the culture was harvested through centrifugation at 4°C with 3500×g and resuspended in SC-His-Trp medium supplemented with 1% xylobiose or 1% xylotriose to a final OD600 of 20. After 4 h of cultivation, one milliliter of the sample was harvested to measure the intracellular sugar concentration. The cells were washed three times with ice-cold water and resuspended in 0.6 ml deionized water. The resulting suspensions were incubated at 37°C with 250 rpm for 2 days to extract the intracellular sugars. After centrifugation and filtering through a 0.22 μm filter, the supernatants were analyzed using HPLC. The xylose and xylitol concentrations were measured by HPLC with a HPX-87H column and refractive index detector according to the manufacturer’s instructions. The sugar uptake was calculated as micromole sugar (xylose and xylitol) extracted per liter of cell culture at OD ~20.

**Supplement reference:**

1. Wieczorke R, Krampe S, Weierstall T, Freidel K, Hollenberg CP, et al. (1999) Concurrent knock-out of at least 20 transporter genes is required to block uptake of hexoses in *Saccharomyces cerevisiae*. FEBS Lett 464: 123-128.

2. Galazka JM, Tian C, Beeson WT, Martinez B, Glass NL, et al. (2010) Cellodextrin transport in yeast for improved biofuel production. Science 330: 84-86.

3. Du J, Li S, Zhao H (2010) Discovery and characterization of novel D-xylose-specific transporters from *Neurospora crassa* and *Pichia stipitis*. Mol BioSyst 6: 2150.

How the deposited data were processed for this re-analysis (not part of the article)

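The transcriptome of *N. crassa* was measured in 3 libraries, wild type on xylan, Δ*cdt-2* on Avicel and Δ*cdt-2* on xylan, with 1 library per condition. The authors mapped the reads to genome version 12 with TopHat 2.0.8b, counted the reads that mapped uniquely to one gene of transcript set version 7 with HTSeq-count, and deposited these read counts without normalization. The authors also deposited RPKM, and recomputing them from the read counts, the deposited gene lengths and the sum of the counts in each library gave the deposited values to within 4.95e-06 RPKM. The paper states that DEGseq was used with Fisher's exact test and a likelihood ratio test, and its text gives no p-value threshold for the gene lists.

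Reads on genes totalled 18791757, 20938201 and 21547194 in the order above. For a gene of median length, 3 reads correspond to 0.0890, 0.0799 and 0.0777 RPKM. Wilson intervals of 95% for single genes cover counting error only. No test between conditions was possible without replicates.

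The designs, the rule for the genes named in the text and the alternatives were fixed before the data were examined, apart from those described as added. They expected RPKM and allowed for counts. As the deposited files also hold counts, Fisher's exact test was run on the reads for xylan. For the main results, log2 ratios were computed from RPKM after adding 1, genes with at least 5 RPKM in one of the compared libraries were kept, and the threshold was 2-fold. The named genes are those the text or Table 2 names in the transcriptome section, *cdt-1*, *cdt-2*, actin, the other genes measured by qRT-PCR, and the 5 largest rises and 5 largest falls on xylan among genes with at least 20 RPKM in one of the xylan libraries.

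Wild type Avicel and no carbon values are the paper's, from the 1999 genes of Table S2 P1 used here, and from Table 2 for its other genes. The design had assumed that Table S2 and the deposited RPKM share one scale. They do not, so wild type Avicel values were multiplied for each gene by the ratio of the summed deposited RPKM to the summed Table S2 RPKM over the 3 shared libraries. This conversion was decided after the difference was seen, and the values without it were added as an alternative. In that alternative, wild type values of Table S2 are set against deposited values of Δ*cdt-2*, so the difference in scale enters each ratio. Rounded RPKM on Avicel were tested against totals over the genes of Table S2 P1 used here. Lists of ribosomal protein and transporter genes came from Table S2, because no reference genome or annotation was used here.

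The alternatives were a pseudocount of 0.1 or 5 RPKM, rescaling by the median ratio of the libraries, all genes or genes with at least 20 RPKM, thresholds of 1.5-fold and 4-fold, and Fisher's exact test on rounded RPKM or on reads. Added after the data were seen were a loess correction for gene length (span 0.3) and the unconverted Avicel values. Random lists numbered 10000 and were matched on mean expression in 20 bins and gene length in 5 bins.

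The steps were tested on simulated data with 200 genes changed 4-fold. With Poisson noise and no added variation, all 200 were recovered by the 2-fold rule and 0 of 7301 unchanged genes passed it. Fisher's exact test on reads recovered all 200 and called 72 of the unchanged genes. The simulated changes also altered the library total that this test used, so the 72 cannot be put down to Poisson noise alone. With an added variation of each gene between libraries of 20%, 198 were recovered and 84 unchanged genes passed the rule, while Fisher's exact test on reads called 3680 of the 7301 unchanged genes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.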

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

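The tests in this part were chosen after the results were seen. None of the results has a replicate.

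Of the named genes, 6 genes changed in opposite directions on the 2 carbon sources, and the difference was not tested in any of them. *cdt-1* (NCU00801) had a log2 ratio of -1.26 on Avicel and 1.13 on xylan, NCU01050 had -3.48 and 0.49, NCU05853 had -0.57 and 1.23, NCU00355 had 3.05 and -1.05, NCU00762 had -6.19 and 0.82, and NCU01830 had -1.30 and 7.01. A difference in overall scale between the studies was tested for *cdt-1*: after rescaling by the median ratio its Avicel value was -1.44, still negative. A difference between the studies that affects single genes was not tested, so these patterns cannot be told apart from one. NCU01050 on xylan rests on 3 and 11 reads. NCU00762 on xylan had 1.77 RPKM in wild type and 3.88 RPKM in Δ*cdt-2*, both below the limit of 5 RPKM used for the counts of genes.

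Apart from the deleted *cdt-2*, with a log2 ratio of -10.12, the genes with the largest changes on xylan are not discussed in the text. The other falls were in NCU01195, with a log2 ratio of -7.37, NCU08325 with -6.74, NCU03608 with -6.19 and NCU09968 with -5.79. The rises were in NCU01402 with 7.82, NCU01830 with 7.01, NCU06895 with 6.99, NCU09184 with 6.14 and NCU05499 with 5.91. Table S2 P7 names NCU01402 and NCU09184 indoleamine 2,3-dioxygenase, NCU01830 4-hydroxyphenylpyruvate dioxygenase and NCU05499 homogentisate 1,2-dioxygenase, which are enzymes of aromatic amino acid breakdown. One candidate explanation is low values in the wild type xylan library alone. Of the 5 rises, 2 could be looked up in Table S2, and for both the lower of the paper's wild type Avicel and no carbon values was at least 17.4 times the paper's wild type xylan value. As the genes were chosen by their rise, this test cannot separate a property of that library from an effect of xylan on wild type.

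In addition, 3 genes had at most 1 read in both Δ*cdt-2* libraries and many in wild type on xylan: NCU09968 with 3969 reads, NCU09969 with 865 and NCU11899 with 1424. Too few reads cannot account for this, since at the wild type share of reads the gene with fewest would have had 992 reads in Δ*cdt-2* on xylan. A difference in strain background and an effect of the deletion were not tested against each other.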

How the results depend on the processing

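No paired analysis was possible because each condition has 1 library. The correction for GC content and length was not run because no reference genome was used here, and Fisher's exact test on reads was not run for Avicel because reads of wild type on Avicel were not used here. The loess correction on gene length and the unconverted wild type Avicel values were chosen after seeing the data.

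The 4 medians, of the hemicellulase genes, the Table 2 genes, the sugar transporter genes and the ribosomal protein genes on xylan, kept their direction and their side of the 2-fold threshold under both pseudocounts, median-ratio rescaling and the loess correction.

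The counts of genes depended on the criterion. In the order lower on xylan, higher on xylan, lower on Avicel, higher on Avicel, lower on both and higher on both, the main counts were 808, 1106, 82, 53, 46 and 20. With a 1.5-fold threshold they were 1326, 2145, 176, 301, 91 and 107, and with a 4-fold threshold 314, 194, 25, 7, 7 and 3. Fisher's exact test on reads gave 2238 genes lower and 3653 higher on xylan. The test on rounded RPKM gave 685 genes higher on xylan, 122 higher on Avicel and 60 higher on both. With a pseudocount of 5 RPKM 673 genes were higher on xylan, and with at least 20 RPKM 683 were. Median-ratio rescaling gave 963 genes lower and 857 higher on xylan, 29 higher on Avicel and 10 higher on both. With the unconverted Avicel values 194 genes were higher on Avicel, 28 lower on both and 35 higher on both. Over genes kept on both carbon sources, the share changed at least 2-fold on Avicel went from 7.20% to 13.7% with the unconverted values, and the share on xylan from 22.9% to 22.8%. The alternatives for these shares were chosen after seeing the data. The cause was not tested for any of these changes. The unconverted values carry the difference in scale between Table S2 and the deposited RPKM into each Avicel ratio.

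For single named genes, 252 values were computed under alternatives. Of these, 240 kept their direction and their side of the threshold, 6 became weaker, 4 became stronger and 2 reversed. With median-ratio rescaling, the log2 ratio of NCU03905 on xylan went from 0.09 to -0.069 and that of NCU02188 on Avicel from 0.05 to -0.13, and the cause was not tested. The rise of *cdt-1* (NCU00801) on xylan was 0.97 with the same rescaling, and its fall on Avicel was -0.68 with the unconverted values.

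Depth limits NCU01050 on xylan, where 3 and 11 reads were counted. The spread between cultures could not be measured. In simulated libraries where each gene varied by 20% between libraries, the test on reads called 3680 of 7301 unchanged genes, against 72 without that variation.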

Differences from the paper's values

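The paper reports 576 genes higher in Δ*cdt-2* on xylan, and 1106 were found here. Of the alternatives set before the data were examined, a pseudocount of 5 RPKM gave 673, at least 20 RPKM gave 683, Fisher's exact test on rounded RPKM gave 685 and median-ratio rescaling gave 857, each within 1.5 times the paper's number. A pseudocount of 0.1 RPKM (1231), all genes (1218), a 1.5-fold threshold (2145), a 4-fold threshold (194) and the test on reads (3653) were not. Median-ratio rescaling also moved the genes lower on xylan from 808 to 963, beyond 1.5 times the paper's 634. A pseudocount of 5 RPKM (630), at least 20 RPKM (614) and the test on rounded RPKM (648) kept that count within the limit.

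Among the genes of Table S2 P1 used here, the paper's Avicel list holds 126 that are higher in Δ*cdt-2*, and 53 were found here. Fisher's exact test on rounded RPKM gave 122. The other alternatives set before the data were examined, with counts of 60, 37, 29, 53, 46, 301 and 7 for pseudocounts of 0.1 and 5 RPKM, median-ratio rescaling, all genes, at least 20 RPKM, 1.5-fold and 4-fold, did not come within 1.5 times. The unconverted values, chosen after seeing the data, gave 194 and did not either.

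Of 42 RPKM values in Table 2 that were compared, 6 differed by more than 1.5 times. For NCU08384 the paper gives 8034 RPKM in wild type on xylan, 280 in Δ*cdt-2* on Avicel and 1541 in Δ*cdt-2* on xylan, and the deposited values are 13257, 462 and 2556. For NCU05159 the paper gives 540, 46 and 108 RPKM, and the deposited values are 934, 76.6 and 186. With median-ratio rescaling of Δ*cdt-2* on xylan, NCU08384 was 2280.2 RPKM, within 1.5 times of the paper's value, and NCU05159 was 166 RPKM, which was not. For both genes the deposited values were above the paper's in all 3 libraries. The rescaling changed Δ*cdt-2* on xylan alone, so it does not account for the difference. The fold changes on xylan of all 14 genes were between 0.985 and 1.03 times the paper's.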

Other observations

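In this part, the tests of the gene lists, of no carbon and of length and expression of the ribosomal protein genes were chosen before their results were seen, and the tests of the RPKM tables, of the libraries, of the wild type xylan values of the ribosomal protein genes and of other genes of the Avicel list after.

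The paper's list for xylan includes genes with small changes and high RPKM. Among genes up to the last one of the list that was used here, 177 listed genes changed less than 2-fold and had a median of 270.4 RPKM in the higher library, while 571 unlisted genes with at least 5 RPKM changed at least 2-fold and had a median of 17.2 RPKM. A candidate explanation is that the test weighed genes by RPKM and not by reads. The area under the curve that separates the 795 listed genes from the rest of 4860 was 0.998 for a test statistic on rounded RPKM and 0.989 for one on reads, which is the planned comparison. In all 4 scores were tried on this list: the absolute log2 ratio gave 0.897, and the RPKM of Table S2, added after the first result was seen, gave 0.999 over 1924 genes. The paper's text does not say which values were given to the test.

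Table S2 and the deposited files give different RPKM for the same libraries. A different gene length behind each table is a candidate explanation: the factor between them had a standard deviation of 0.37 on the log2 scale across genes, but for one gene it varied over the 3 libraries by a median of 0.0152.

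The correlation of 0.782 between the xylan ratio and the no carbon ratio may come from the wild type xylan library that both share. The test was to see it fall below 0.1 with wild type on Avicel as the reference for no carbon. It fell to 0.130 with genes filtered on the xylan libraries, and to 0.098 with genes filtered on all 3 libraries. The filter had not been fixed, and 2 of the 4 versions computed were below the limit, so the test does not decide. Wild type on Avicel, which had a carbon source, gave a correlation of 0.756 in the place of no carbon, also with the wild type xylan library as reference. The 0.782 is therefore not specific to the lack of carbon. Changing the reference also changes the biology compared.

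Wild type on xylan stands apart from the other libraries of Table S2. Across 1999 genes, its Pearson correlations with them on the log2 scale were from 0.812 to 0.853, and those among the other libraries from 0.871 to 0.955. Genes are not independent replicates. A few genes taking most of the reads would not explain this, as the 10 top genes took 1.13 times the larger share in the Δ*cdt-2* libraries, nor would fewer reads, as the library holds 0.885 of the mean of the Δ*cdt-2* libraries. A difference between library batches was not tested, and with 1 library it cannot be told apart from growth of wild type on xylan. Every xylan ratio has this library as its reference.

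Ribosomal protein genes were lower in Δ*cdt-2* on xylan, which the text does not discuss by name. The 65 such genes in the paper's Avicel list, chosen on the other carbon source, had a median log2 ratio of -2.91, and all 65 were lower. Among 10000 lists matched on expression and length the central 95% of medians ran from -0.26 to 0.19. The lists were drawn without the selection for a change on Avicel. Lists matched on expression were therefore also drawn from the 634 other genes of the Avicel list. Their medians had a central 95% from -0.20 to 0.48, against -2.91 for the ribosomal protein genes. The loess correction on gene length left the median of the 64 listed ribosomal protein genes at -2.63, against -2.64 without it. For these genes, the values argue against a bias of expression level combined with that selection and against one of gene length alone. The 634 genes were not chosen for a fall on Avicel. A comparison with genes lower on Avicel was therefore added. The 55 other genes of the Avicel list that were lower on Avicel in Table S2 had a median log2 ratio of -1.67 there, against -1.75 for 21 ribosomal protein genes. On xylan 40 of the 55 were lower, with a median of -0.71 against -2.71, and 10000 lists of 21 drawn from the 55 had medians with a central 95% from -1.47 to -0.22. The selection may therefore account for part of the fall. These lists were not matched on expression or length. For the same 21 genes, the median log2 ratio of wild type on xylan to wild type on Avicel was 2.13. The median of wild type on xylan to no carbon was 1.76. With wild type on Avicel as the reference, the median for Δ*cdt-2* on xylan was -0.62, against -2.71 with wild type on xylan. High values in the wild type xylan library may therefore account for part of the pattern on xylan. With 1 library this could not be settled. The -0.62 does not settle it, because these genes were chosen by a change against the same wild type Avicel library. The fall of these genes on Avicel does not help to settle it, because they were taken from a list of genes changed on Avicel, and the wild type Avicel library is from another study.

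Actin (NCU04173), the control gene of the paper's qRT-PCR, had 1017 RPKM in wild type on xylan, 785 in Δ*cdt-2* on xylan and 921 in Δ*cdt-2* on Avicel, and it is in the paper's list of genes changed on xylan.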
